# Single-cell transcriptome of the mouse retinal pigment epithelium in response to a low-dose of doxorubicin

**DOI:** 10.1038/s42003-022-03676-3

**Published:** 2022-07-20

**Authors:** Hyungwoo Lee, Ho-Yeon Lee, Jae-Byoung Chae, Chul-Woo Park, Chaekyu Kim, Ja-Hyoung Ryu, Jiwon Jang, Namshin Kim, Hyewon Chung

**Keywords:** Computational biology and bioinformatics, Research data

## Abstract

Cellular senescence of the retinal pigment epithelium (RPE) is thought to play an important role in vision-threatening retinal degenerative diseases, such as age-related macular degeneration (AMD). However, the single-cell RNA profiles of control RPE tissue and RPE tissue exhibiting cellular senescence are not well known. We have analyzed the single-cell transcriptomes of control mice and mice with low-dose doxorubicin (Dox)-induced RPE senescence (Dox-RPE). Our results have identified 4 main subpopulations in the control RPE that exhibit heterogeneous biological activities and play roles in ATP synthesis, cell mobility/differentiation, mRNA processing, and catalytic activity. In Dox-RPE mice, cellular senescence mainly occurs in the specific cluster, which has been characterized by catalytic activity in the control RPE. Furthermore, in the Dox-RPE mice, 6 genes that have not previously been associated with senescence also show altered expression in 4 clusters. Our results might serve as a useful reference for the study of control and senescent RPE.

## Abstract (web summary)

Single cell transcriptomics pinpoints a cell subpopulation that could be involved in inducing cellular senescence of the retinal pigment epithelium, which in turn may construe retinal degenerative disease.

## Introduction

The retinal pigment epithelium (RPE) is a monolayer of cells located between the retinal photoreceptors and the choriocapillaris, and it plays a vital role in maintaining both the photoreceptor and the choroid in healthy conditions^1,2^. Its tight junctions protect the neuroretina, and its pigment components reduce photooxidative stress. Additionally, the RPE delivers nutrients to photoreceptors and processes waste products from the photoreceptor outer segments. The RPE plays crucial roles in the recycling of retinoids to maintain the visual cycle^3^. Additionally, the vascular endothelial growth factor secreted by the RPE maintains the function of the choriocapillaris by stimulating the formation of fenestrations^4^.

Age-related macular degeneration (AMD) is the leading cause of vision loss in developed countries and is accompanied by progressive degeneration of the RPE, retina, and choriocapillaris^5^. Dysfunction of the RPE resulting from oxidative stress, impairment of nutrient delivery, energy metabolism and complement dysregulation contributes to the pathogenesis of AMD. Additionally, cellular senescence of the RPE is also considered to be an important pathologic change closely related to the development of AMD^6,7^.

Cellular senescence refers to an irreversible state with arrested cell proliferation^8^. Additionally, this state involves the expression of senescence-associated β-galactosidase (SA-β-Gal), chromatin condensation, and increased expression of matrix reconstruction proteins, chemokines and inflammatory factors known as the senescence-associated secretory phenotype (SASP). Previous studies suggested that cellular senescence is involved or plays a causative role in aging and age-related diseases, including AMD^9,10^. SASP represents a highly plastic phenotype and can be a key player in senescence-related AMD pathophysiology because SASP-derived factors initiate or potentiate low-grade inflammatory processes, which are particularly relevant to aging and aging-associated diseases^11,12^. Additionally, the occurrence of senescence is consistent with the signs of AMD, including increased oxidative stress, DNA damage, decreased proteolysis and even an increase in vascular endothelial growth factor secretion in the RPE^13^. Therefore, deciphering the expression profiles of the RPE as well as the senescent RPE in more detail is important to understand the pathophysiology of AMD and might provide a new therapeutic target to treat AMD.

The RPE is known to exhibit heterogeneity, and it displays regional differences in enzymatic activities, melanin and lipofuscin granules, and morphology^14–17^. Furthermore, in AMD, pathologic changes, including drusen deposition, atrophy and choroidal neovascularization, are unevenly distributed, even in the macular area^5^. To date, gene expression studies on the RPE have collected mRNA from pooled RPE samples^18,19^. However, these studies could not guarantee the contamination of cells other than RPEs. Recent advances in single-cell RNA sequencing (scRNA-seq) have enabled the identification of cell types based on the specific cell type markers^20^. Recently, Voigt et al. conducted scRNA-seq analysis of pooled RPE and choroid tissues from human donors and identified the expression profiles of each type of cells^21^. Because the cells from choroidal tissues overwhelmed the RPEs, approximately 300 RPE cells were analyzed in this study. To enrich the number of RPEs and obtain more reliable information, enzymatic dissociation of the RPE and enrichment was applied, thereby reducing the other cell types in the prepared cells^22^. Based on these pooled RPEs, the scRNA-seq technique might reveal a more reliable RNA profile and the innate heterogeneity of RNA expression in the RPE.

Meanwhile, little is known about the specific changes that occur in subpopulations of the RPE when senescence occurs. Because few retinal pigment epithelial cells can be obtained from human donors, we speculated that scRNA-seq analysis of the larger RPE population might be appropriate to address the heterogeneous composition of the RPE and determine what subpopulation might be changed when cellular senescence is induced. Therefore, a mouse model was speculated to be a good candidate for scRNA-seq studies on the RPE.

In addition, an appropriate model of mouse RPE senescence is urgently needed. Doxorubicin (Dox) is a commonly used drug for chemotherapy that not only induces the formation of superoxide anions but also causes DNA damage and cell apoptosis^23^. A low dose of Dox is also known to promote senescence^24,25^. We recently established and validated an in vivo mouse model of RPE senescence through subretinal injection of Dox^26^.

Here, we isolated cells from the RPE layers of control mice and subretinal Dox-injected mice. Using scRNA-seq, the pure RPE population was further enriched by excluding contaminant cells, and the RPE populations from control (control RPE) and Dox-injected (Dox-RPE) mice were analyzed using scRNA-seq. Characteristic expression profiles of heterogeneous subpopulations from the control RPE were analyzed and compared with those of the Dox-RPE.

## Results

### scRNA-seq analysis of prepared tissue samples

The main purpose of the first analysis was to isolate a population of RPE cells. 

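Single-cell RNA sequencing was performed on the RPE layer of mice 3 months of age, 7 days after subretinal injection of 1 µl of PBS (control) or of 1 µl of doxorubicin (Dox), a DNA-damaging drug, at 100 ng/µl. The cells of 10 eyes from 5 mice were pooled in each group, so that each condition had 1 library and no replicate. The authors aligned the reads to the mouse genome mm10 with Cell Ranger (version 4.0.0 in the file header) and deposited the number of unique molecular identifiers (UMIs, the tags that mark single RNA molecules) per gene and cell as raw counts. The deposited control library held 20381 cells with 117731270 UMIs, and the Dox library 15649 cells with 103997248 UMIs. The median was 4495 UMIs and 1874 genes per kept cell in control, against 4995 UMIs and 2016 genes in Dox. From these counts, cells were filtered and clustered with Seurat after the paper's methods, and the UMIs of each group of cells were summed and given per 1000000 UMIs of that group (CPM). Every 95% interval below covers counting error only (exact Poisson for a CPM, Clopper-Pearson for a share, exact conditional binomial for a ratio). No test between the conditions was possible with 1 library each, and the injection, the library and the treatment cannot be told apart. Chromosome positions are those of GENCODE vM21 on GRCm38, the assembly also called mm10.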

First, we obtained an overview of the diverse populations from all collected samples. 

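The paper's limits on UMIs (over 500), genes (over 200 and under 6000), complexity (log10 genes over log10 UMIs above 0.8) and mitochondrial share (under 0.2) kept 20180 control cells and 15426 Dox cells, together 35606. The kept cells held 115611226 UMIs in control and 99273166 in Dox, with a median mitochondrial share of 1.44% and 1.34%. Among the alternatives, leaving out the cells with the highest doublet scores up to the expected rate, a setting chosen after seeing the data, moved these numbers most, to 16936 control and 13656 Dox cells. Doublets, droplets that hold more than 1 cell, were otherwise removed only by the limit on genes. After integration of both libraries, with 40 principal components and a resolution of 0.1, the cells fell into 11 clusters. The number of components is an own choice.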

Analysis of the 35,598 cells that passed our quality controls yielded a uniform manifold approximation and projection (UMAP) plot with 12 clusters with distinct expression profiles, even when the cells from the RPE layer were targeted for isolation (Fig. 1a, b). 

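The clusters were named from markers set in advance, by a scoring rule that was set after the clusters had been seen. The largest cluster was led, by fold of CPM over all other cells, by Myoc, Chad, Tnmd and Cyp2f2 and carried fibroblast markers (11 of 12 detected). The next was led by Hbb-bs, Hhatl, Pmel and Scrg1 and carried melanocyte markers, although the hemoglobin gene Hbb-bs stood first. RPE-like cells were led by Mt3, Rd3l, Rdh5 and Gm15222. A smaller fibroblast-like cluster was led by the immune genes Cxcl10, Cxcl9, Ccl11, Ifit1 and Ccl2. The macrophage-like cluster was led by the antibody genes Igkv4-91 and Ighv1-55, followed by Cd209a. Its markers among the 10 leading genes, H2-Eb1, Cd74 and H2-Aa, serve antigen presentation and are not specific to macrophages, dendritic cells holding them too. 2210407C18Rik, Casq2, Map3k7cl and Olfr558 led the smooth muscle-like cluster, Xcl1, Gzma, Nkg7 and Gzmc the NK or T-like cluster, Cldn5, Mmrn2, Fam167b and Lrg1 the endothelial-like cluster and Gfra3, Kcna1 and Gpr37l1 the Schwann-like cluster. The last fibroblast-like cluster was led by Dpt, Sfrp4, Kera and Nts. 1 cluster, led by Snhg7os, Gm10863, Gm26917 and Dock3, had no marker of any type among its 10 leading genes and was left unnamed.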

Then, the major cell type of each cluster was identified by comparing the expression of known specific markers of cell types expressing representative genes of each cluster (Fig. 1c and Supplementary Data 1)^21^. 

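Rpe65 (ENSMUSG00000028174, chromosome 3 from 159599175 to 159625321) encodes the retinoid isomerase that marks the RPE. Its level was 4912 CPM in 1 of the 11 clusters, against 324.5 CPM in all other cells, a log2 fold of 3.92. In no other cluster did it exceed the cells outside it by 4-fold or by 2-fold. This RPE-like cluster held 1426 control cells (7.07%, 6.72 to 7.43) and 1488 Dox cells (9.65%, 9.19 to 10.1), the intervals being 95% of each library's cells, together 2914 cells. Without the cells of the highest doublet scores, a setting chosen after seeing the data, the number was 1146 in control and 1353 in Dox, and with a mitochondrial share under 0.1 it was 1285 and 1349. A limit of at least 3 Rpe65 UMIs per cell left 1400 and 1469. Median depth in RPE-like cells was 17016.5 UMIs in control and 19892 in Dox.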

Among all cells, 3228 RPE cells were identified according to the expression of *Rpe65* (control RPE: 1531, Dox-RPE: 1697, Table 1), and clusters 3 and 5 were mainly composed of RPE cells (Fig. 1a, c). The other cells mainly corresponded to known cell types in choroidal tissues^21^. Fibroblasts were most abundant and were represented as clusters 1, 4 and 11. 

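3 of the 11 clusters were fibroblast-like. The largest held 11122 control cells (55.1%, 54.4 to 55.8) and 8411 Dox cells (54.5%, 53.7 to 55.3). The cluster led by Cxcl10 held 1517 control cells (7.52%, 7.16 to 7.89) and 1316 Dox cells (8.53%, 8.10 to 8.98), and the smallest 112 control cells (0.555%, 0.457 to 0.667) and 71 Dox cells (0.460%, 0.360 to 0.580). The shares of the first of these overlapped between the libraries, whereas the Cxcl10-led cluster made up more of the Dox library than of the control library, beyond counting error.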

Other cells known to exist in the choroid, including melanocytes, macrophages, NK cells and choroidal vessel-associated cells—smooth muscle and endothelial cells—were mainly distributed in clusters 2, 6, 8, 7, and 9, respectively (Fig. 1a, c)^21^. 

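The melanocyte-like cluster held 2111 control cells (10.5%, 10.0 to 10.9) and 2009 Dox cells (13.0%, 12.5 to 13.6). Macrophage-like cells numbered 971 in control (4.81%) and 530 in Dox (3.44%), and NK or T-like cells 462 (2.29%) and 272 (1.76%). There were 915 smooth muscle-like cells in control (4.53%) and 403 in Dox (2.61%), and 423 (2.10%) and 246 (1.59%) endothelial-like cells. A Schwann-like cluster had 57 and 32 cells. The unnamed cluster held 1064 control and 648 Dox cells at a median of 1917.5 and 2029.5 UMIs. Each library is a single preparation, so these shares also carry how the tissue was taken apart.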

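Rpe65 UMIs were present in every cell type. In fibroblast-like cells Rpe65 was at 204 CPM in control and 286 CPM in Dox, and in NK or T-like cells at 295 CPM in control and 338 CPM in Dox. Melanocyte-like cells had 673 CPM in control and 1606 CPM in Dox at a median of 1333 and 779 UMIs per cell. Within RPE-like cells the level was 4965 CPM in control (95% interval 4938 to 4993) and 4867 CPM in Dox (4842 to 4892), a log2 ratio of Dox over control of -0.03 (-0.04 to -0.02). From this difference between RPE-like and other cells the paper reasons that cells of the RPE can be picked out of the mixed preparation by their Rpe65 expression.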

The scRNA-seq results showed that the cells collected from the RPE layers included other cell types from choroidal tissues, and RPE cells could be isolated based on significantly higher expression of the *Rpe65* gene.

**Fig. 1:**
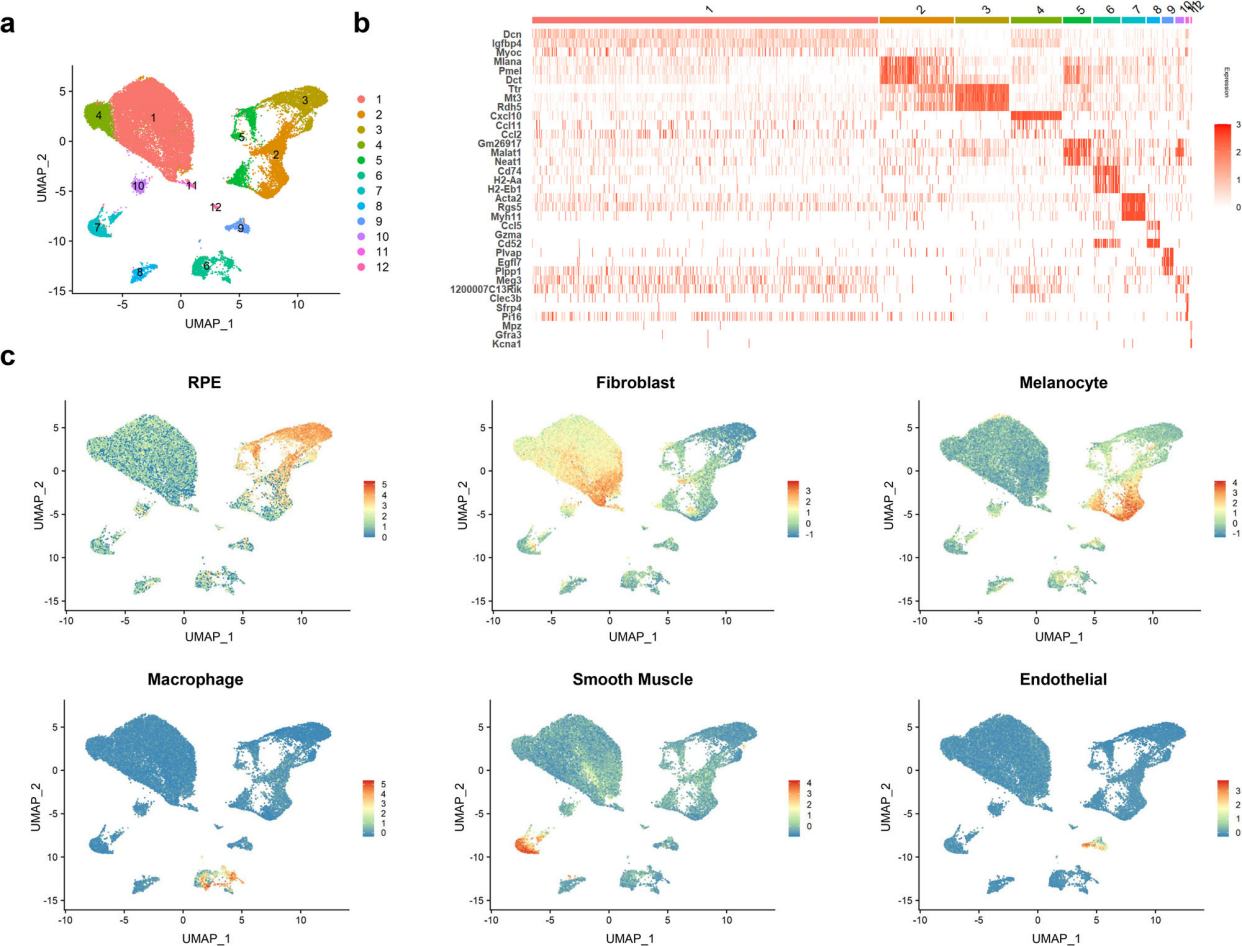
scRNA-seq analysis of whole isolated cells yielded 12 distinct cell populations. **a** UMAP plot depicting the single-cell transcriptomes of whole cells from prepared RPE tissues from control and Dox-treated mice. Each dot represents a single cell (*n* = 35,598). Colorization was performed according to the unsupervised clustering performed by Seurat. **b** Heatmap showing the three most DEGs of each cell cluster, as provided by Seurat. Each column represents a single cell, and each row represents an individual gene. Three marker genes per cluster are shown on the left, sorted by *p* value. Red indicates maximum gene expression, and white indicates no expression in scaled log-normalized UMI counts. **c** Average expression of well-established cell type markers was projected on the UMAP plot to identify all cell populations (see the “Methods” for details). Red indicates maximum gene expression, while blue indicates low or no expression of a particular set of genes in log-normalized UMI counts.

**Table 1:** Number of cells in each cluster of control retinal pigment epithelium cells and low-dose doxorubicin-treated cells.

Group	Cluster 1	Cluster 2	Cluster 3	Cluster 4	Cluster 5	Total
Control	871	331	213	98	18	1531
Dox	954	216	277	244	6	1697

Control = control mouse retinal pigment epithelium (RPE) cells; Dox = mouse RPE cells treated with low-dose doxorubicin.

### Functional signatures and heterogeneity of the control RPE population

To reveal the heterogeneity of cells within the RPE, we performed another round of clustering on the cells with high Rpe65 expression. Control RPE cells were further subdivided into 5 clusters in the UMAP plot (Fig. 2a, Supplementary Fig. 1), which shows the differently expressed genes (Fig. 2b and Supplementary Table 1).

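The RPE-like cells were clustered again without 237 genes that the paper compares between the conditions, so that those genes did not form the clusters. At the paper's resolution of 0.05 no subcluster matched cluster 4, and the resolution of 0.1 was used, the lowest of a series set in advance at which one did. Subclusters were matched to the paper's clusters by their markers in Supplementary Tables 1 and 2, under a rule of at least 2 markers among the 10 leading genes that was set after the subclusters had been seen. Of the control RPE-like cells, 715 cells (50.1%, 47.5 to 52.8) were cluster 1-like, 348 cells (24.4%, 22.2 to 26.7) cluster 2-like, 73 cells (5.12%, 4.03 to 6.39) cluster 3-like and 89 cells (6.24%, 5.04 to 7.63) cluster 4-like, with 95% intervals in parentheses. Cluster 1-like cells were led by Nrn1l, Mt3, Gzmm, Ddc and Rd3l. Cluster 2-like cells were led by the fibroblast and immune genes Mgp, Ccl2, Dcn, Cxcl1 and Ly6a, and cluster 3-like cells by Gm26917, Lncpint, Gm42047, Kcnq1ot1 and Malat1. Serpina3n, Timp1, Gsta3, Gnb3 and Gpnmb led cluster 4-like cells. The remaining 201 cells (14.1%) formed a subcluster led by Stmn3, Pmel, Spp1, Grik5 and Ednrb. Of these, Stmn3 and Pmel were also among the 10 leading genes of the melanocyte-like cluster, and RNA of melanocytes was not separated from a state of these cells. The best match of the subcluster was cluster 3, with all 15 markers detected but 1 among its 10 leading genes, and it was left unnamed.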

**Fig. 2:**
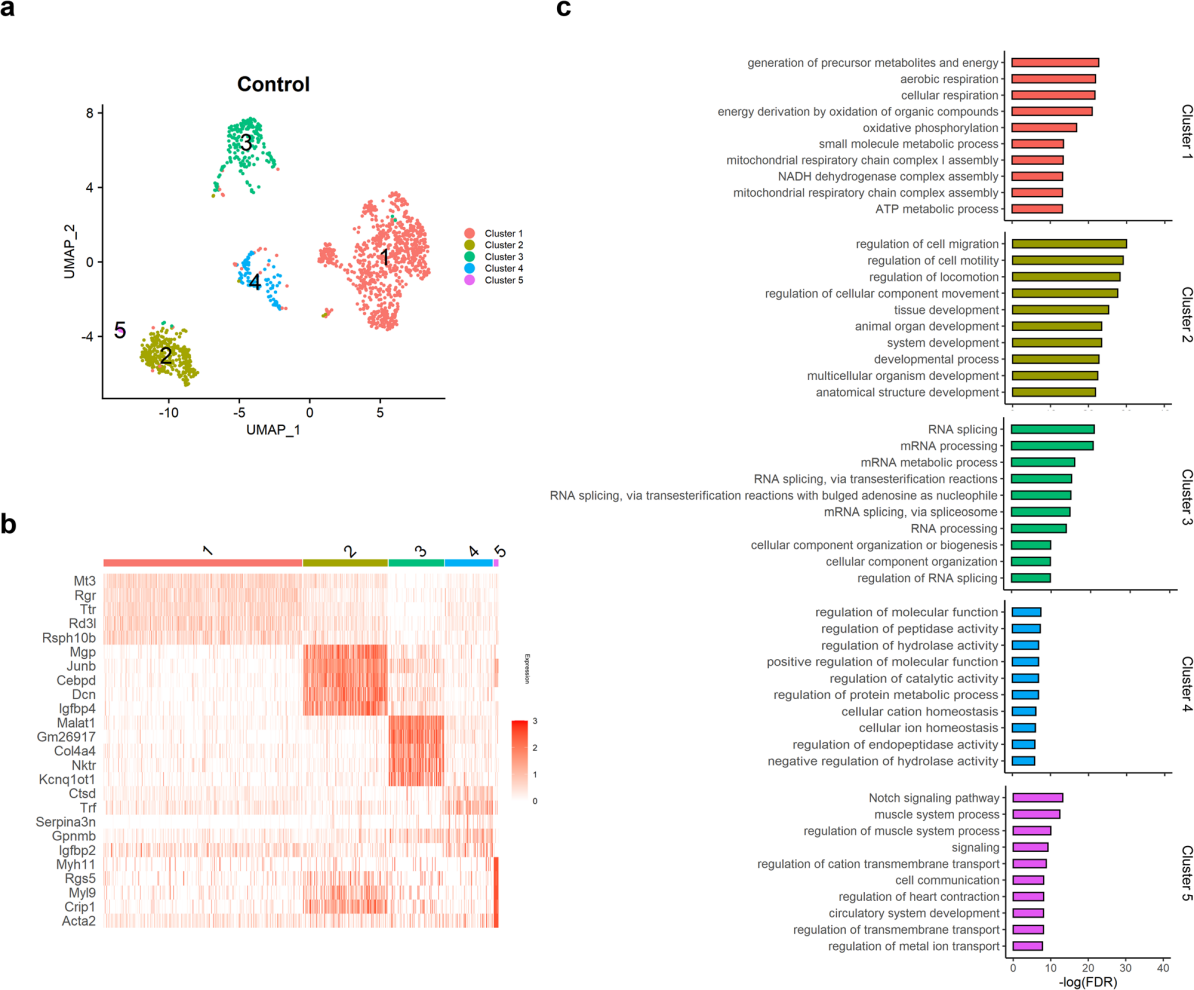
RPE subpopulations in control mice display specific functional transcriptomic signatures. **a** UMAP plot displaying RPE cells from control mice (*n* = 5). Each dot represents a single cell (*n* = 1531). Colorization was performed according to the original unsupervised clustering performed by Seurat. **b** Heatmap showing the three most DEGs of each cell cluster, as provided by Seurat. Each column represents a single cell, and each row represents an individual gene. Five marker genes per cluster are shown on the left, sorted by *p* value. Red indicates maximum gene expression, and white indicates no expression in scaled log-normalized UMI counts. **c** Top 10 enriched GO terms in each control RPE subpopulation, sorted by *p* value. Control = control mouse RPE cells.

To investigate whether specific functions could be assigned to each cluster, Gene Ontology (GO) analyses were performed using the top 100 representative markers of each cluster (Fig. 2c, Supplementary Data 2). 

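The GO enrichment itself was not repeated here, and gene lists were compared instead. In control, 77 genes of oxidative phosphorylation had a median log2 ratio of 0.17 (0.16 to 0.19) in cluster 1-like cells over the other RPE-like cells, above 100% of 10000 random lists of the same size and expression. The median was 0.30 in cluster 4-like and -0.16 in cluster 2-like cells. The alternatives moved the cluster 1-like value most when the mean of the cells' own CPM was taken in place of summed UMIs, or when each cell was thinned to 2000 UMIs, to 0.42 in either case. 109 splicing genes had a median of 0.59 (0.36 to 0.63) in cluster 3-like cells, while the median of all genes there was 0.53. Relative to random lists this stood at percentile 86.5, within their 95% range of 0.15 to 0.70, and it was 0.06 after centring on the median of all genes. Because the clusters were built from the same values, these ratios describe the clusters and test nothing between them.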

The results showed that metabolic processes, including ATP synthesis (cluster 1), cell mobility and differentiation (cluster 2), mRNA processing and splicing (cluster 3), and catalytic processes (cluster 4), were enriched for four of the clusters (Fig. 2c). 

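Cells with the markers of cluster 5 separated only at a resolution of 0.2, with 16 control cells (1.12%, 0.643 to 1.82) and 8 Dox cells (0.538%, 0.232 to 1.06) of the RPE-like cells. They were led by Map3k7cl, Myh11, Tesc and Cnn1. Their median depth was 21635 UMIs in control and 17501 in Dox, with a median Scrublet doublet score of 0.446 in control, against 0.0842 in cluster 1-like cells.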

Cluster 5 consisted of 19 small cells and was associated with the muscle system and cGMP-mediated signaling. (Fig. 2c). The enrichment of these distinct biological processes revealed the possible functional heterogeneity of control RPE cells in vivo.

### Low-dose Dox regulates apoptosis and increases senescence in the RPE

Next, we investigated the effects of low-dose Dox based on the single-cell transcriptome of Dox-RPE cells. 

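The same subclusters were found among the Dox RPE-like cells. Cluster 1-like cells numbered 778 cells (52.3%, 49.7 to 54.9), with an interval overlapping that of control. The cluster 2-like share was lower in Dox, at 200 cells (13.4%, 11.8 to 15.3). Doublets of an RPE cell and a fibroblast were not separated from this share. Their expected number was 291 in control and 233 in Dox, so that fewer doublets may account for part of the fall. With the doublets called by Scrublet left out, all of them control cells, 236 of 1306 control and 200 of 1488 Dox cells were cluster 2-like. The cluster 4-like share, at 190 cells (12.8%, 11.1 to 14.6), was higher than in control beyond counting error. The unnamed subcluster held 199 cells (13.4%, 11.7 to 15.2). Cluster 3-like cells numbered 121 cells (8.13%, 6.79 to 9.64), with an interval above that of control. With the unnamed subcluster joined to them, a setting chosen after seeing the data, their share was 19.2% (17.2 to 21.4) in control and 21.5% (19.4 to 23.7) in Dox. Without integration of the libraries it was 22.2% (20.1 to 24.5) and 26.5% (24.3 to 28.8). It was 3.42% and 5.71% with a mitochondrial share under 0.1, and 5.59% and 8.13% with the doublets called by Scrublet left out. The intervals overlap in each of these settings, but the Dox share was the higher in each. Overlap of 2 intervals does not show that the shares are equal. Also without integration, the control share of cluster 4-like cells was 4.28%, the largest move among the alternatives. With a single library per condition, the spread of these shares between preparations is unknown.

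**Figure D1:**
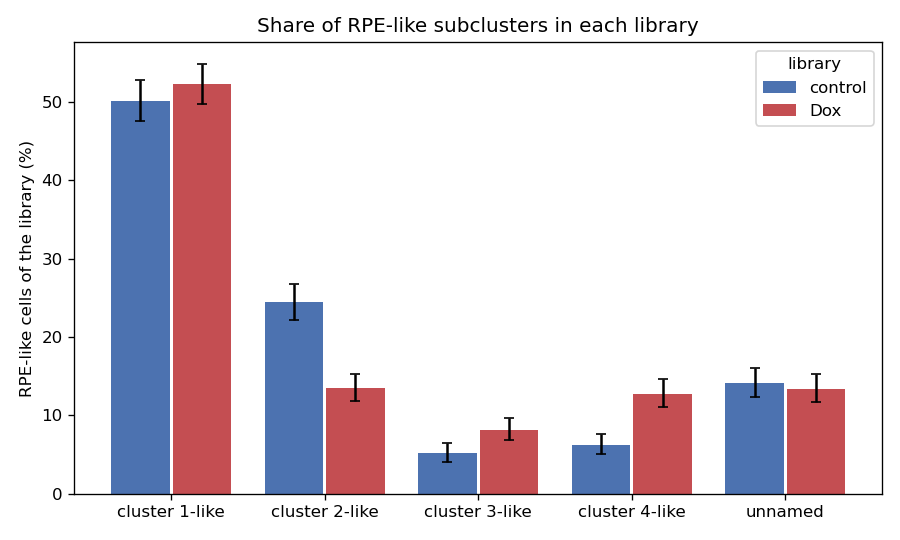
Share of each RPE-like subcluster among the RPE-like cells of the control (blue) and Dox (red) libraries, in percent. Error bars are 95% Clopper-Pearson intervals, counting error only. The cluster 4-like bar is higher and the cluster 2-like bar lower in Dox than in control.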

In the UMAP plot, Dox-RPE cells also showed heterogeneity, as they could be divided into 5 clusters, and the distribution of each cluster in the UMAP plot (Fig. 3a) and the most representative expressed genes of each cluster were similar to those for control RPE cells (Fig. 3b and Supplementary Table 2). These similarities in heterogeneity and the most highly expressed genes between control and Dox-RPE cells might reflect the limited effect Dox in vivo, as subretinally injected Dox usually reaches one fourth of the total RPE area.

**Fig. 3:**
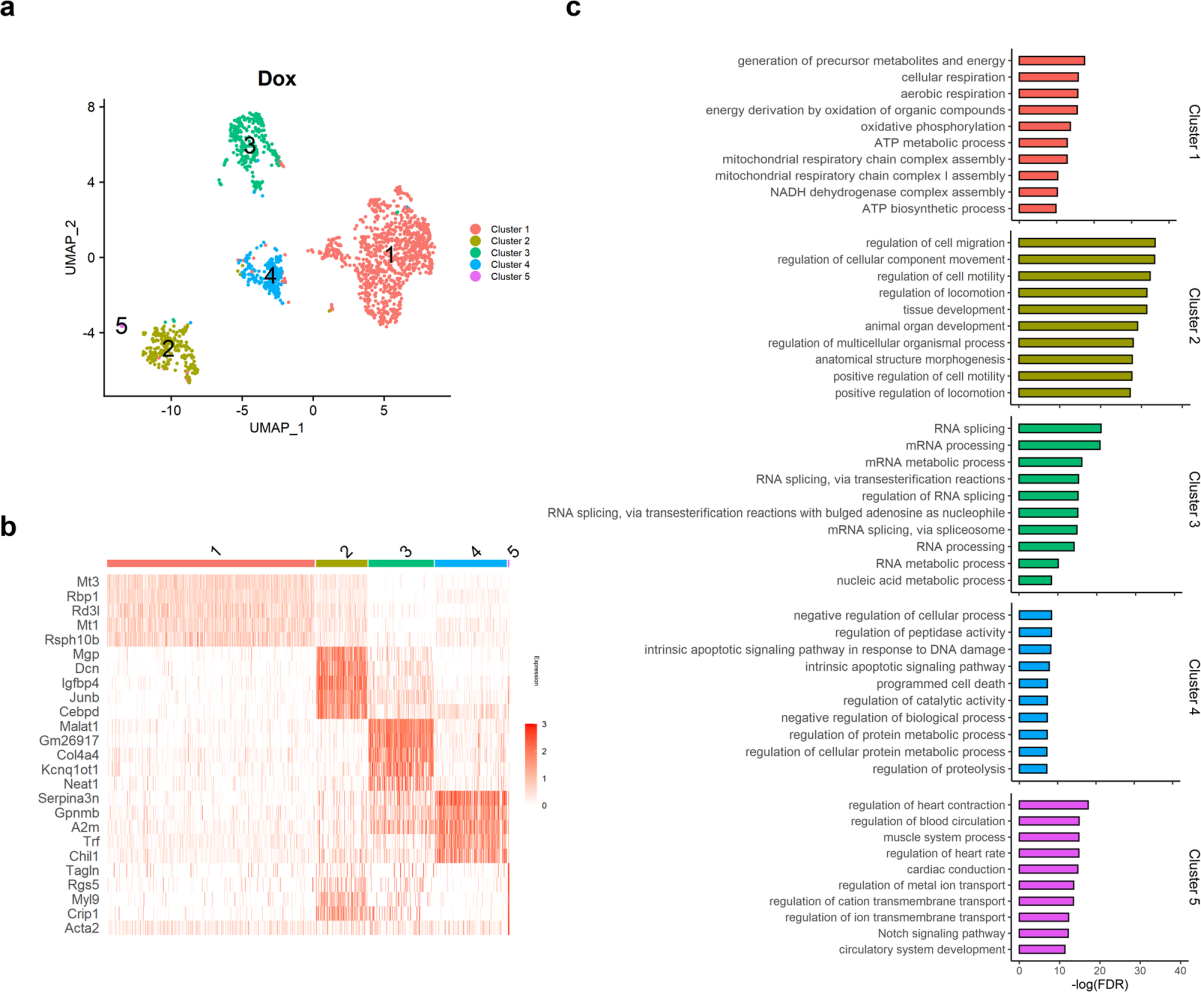
Dox treatment regulates apoptosis and increases senescence in the RPE. **a** UMAP plot displaying RPE cells from Dox-treated mice (*n* = 5). Each dot represents a single cell (*n* = 1697). Colorization was performed according to the original unsupervised clustering performed by Seurat. **b** Heatmap showing the three most DEGs of each cell cluster, as determined by Seurat. Each column represents a single cell, and each row represents an individual gene. Five marker genes per cluster are shown on the left, sorted by *p* value. Red indicates maximum gene expression, and white indicates no expression in scaled log-normalized UMI counts. **c** Top 10 enriched GO terms in each Dox-treated RPE subpopulation sorted by *p* value. Dox = mouse RPE cells treated with low-dose Dox.

Interestingly, GO biological process analyses of the top 100 representative markers of each cluster in Dox-RPE cells suggested a considerable change in functional annotation, especially in cluster 4 (Fig. 3c, Supplementary Data 3). Cluster 4 in the control RPE was originally characterized by catalytic process and associated functions (Fig. 2c). On the other hand, Dox-induced counterparts in cluster 4 showed enrichment of GO processes associated with apoptosis (Fig. 3c). 

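Genes driven by the p53 protein, which responds to DNA damage, were taken as a list of 24 genes set in advance, since the GO analysis was not repeated. Of them, 22 had enough UMIs in cluster 4-like cells, and all 22 were higher in Dox than in control. Their median log2 ratio was 1.06 (0.83 to 1.28), the interval coming from 500 resamplings of the counts, and lay above 100% of the random lists matched on expression, whose 95% range was -0.21 to 0.08. Of the list, 7 genes are also in Supplementary Data 4, which the authors chose on these libraries. With the cells of the highest doublet scores left out, a setting chosen after seeing the data, the median was 1.35, the largest move among the alternatives.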

In the other clusters (1, 2, 3, and 5), similar GO processes were found in both control- and Dox-induced RPE cells (Figs. 2c and 3c).

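The p53 target list had a median log2 ratio of 0.10 (0.02 to 0.18) in cluster 1-like, 0.32 (0.18 to 0.53) in cluster 2-like and 0.85 (0.54 to 1.20) in cluster 3-like cells, and of 0.58 (0.29 to 0.77) in the unnamed subcluster. In cluster 5-like cells it was -0.19 (-0.455 to 0.55), with 3 of 7 genes higher in Dox and an interval that includes 0. The cluster 3-like interval overlapped that of cluster 4-like cells. Outside the RPE the median was 0.01 in fibroblast-like and 0.28 (0.13 to 0.48) in melanocyte-like cells.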

Using Ingenuity Pathway Analysis (IPA), we also examined the canonical pathway for the each cluster of control RPE and Dox-RPE. Our analysis revealed that the 5 subclusters showed distinct pathways, as well as general overlap of pathways between each cluster of control and Dox-RPE in all clusters (Supplementary Fig. 2). An apoptosis associated pathway was only found in cluster 4 of Dox-RPE, demonstrating again that cluster 4 of Dox-RPE represents senescence-specific gene expression.

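Supplementary Data 4 lists 280 gene and cluster entries on 226 genes, 189 of the entries being of cluster 4, 41 of cluster 3, 27 of cluster 2 and 23 of cluster 1. In the deposited counts, 278 entries had at least 20 UMIs, and all 278 changed in the listed direction in the matching subcluster. Random genes would have the listed direction in 48.0% of cluster 4 entries. The list was chosen on these same libraries, so this is not independent evidence. When each cell was thinned to 2000 UMIs, 96.8% of the entries had the listed direction, the lowest among the alternatives. The Wilcoxon tests behind the list treat cells as replicates and were not repeated.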

To further characterize the apoptosis-associated change in the Dox-RPE in more detail, 187 differentially expressed genes (DEGs) were identified, which showed statistically significant differences between control- and Dox-RPE cells in any of the 5 clusters (Supplementary Data 4, Supplementary Figs. 3 and 4). Genes associated with the negative regulation of apoptosis were elevated in Dox-RPE cells: *Ckmt1, Ccng1 and Gas6* (Fig. 4). 

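Ckmt1 (ENSMUSG00000000308, chromosome 2 from 121357714 to 121363737), a mitochondrial creatine kinase, rose in cluster 4-like cells from 34.5 to 106 CPM, a log2 ratio of Dox over control of 1.62 (1.30 to 1.95). Ccng1 (ENSMUSG00000020326, chromosome 11 from 40748552 to 40755311), which encodes cyclin G1, was at 68.3 CPM in control and 189.8 CPM in Dox, a log2 ratio of 1.47 (1.25 to 1.71). Gas6 (ENSMUSG00000031451, chromosome 8 from 13465374 to 13494490), a secreted ligand of receptor kinases, was at 160.1 CPM in control and 427 CPM in Dox, a log2 ratio of 1.42 (1.27 to 1.57). In cluster 3-like cells Gas6 rose by more, with a ratio of 2.10 (1.77 to 2.46), and Ccng1 had a ratio of 1.29 (0.73 to 1.88). In cluster 1-like cells the ratio of Ckmt1 was 0.01 (-0.14 to 0.15) and that of Ccng1 -0.01 (-0.17 to 0.15), neither distinguishable from no change at this depth.

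**Figure D2:**
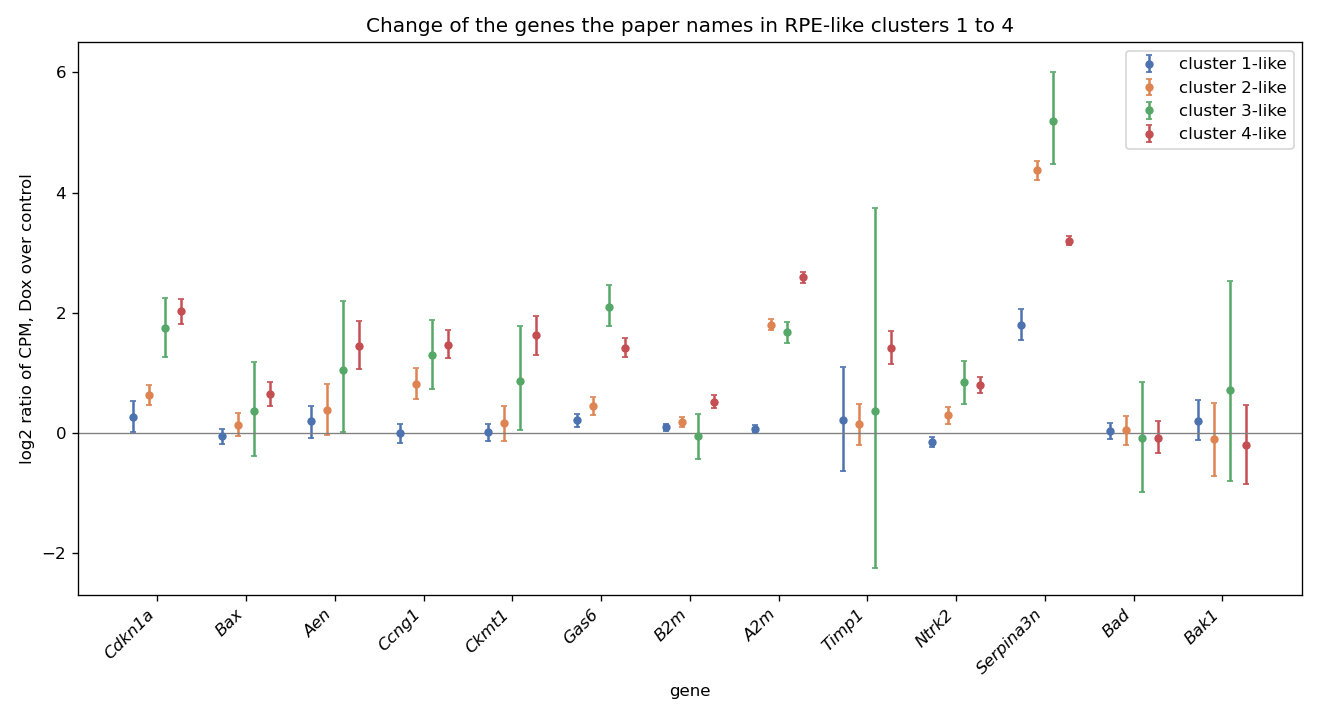
Log2 ratio of CPM, Dox over control, of 13 genes of Fig. 4 in cluster 1-like to cluster 4-like cells. Points are ratios of summed UMIs and error bars 95% exact intervals, counting error only. The cluster 4-like points of Cdkn1a, Bax, Aen, Ccng1, Ckmt1, Gas6, B2m, A2m, Timp1, Ntrk2 and Serpina3n lie above 0 with their intervals, while those of Bad and Bak1 include 0.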

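Bad (ENSMUSG00000024959, chromosome 19 from 6941861 to 6951899) was at 67.2 CPM in control and 63.6 CPM in Dox in cluster 4-like cells, a log2 ratio of -0.08 (-0.34 to 0.19), and Bak1 (ENSMUSG00000057789, chromosome 17 from 27019810 to 27029009) had a log2 ratio of -0.21 (-0.86 to 0.47). Both intervals include 0. Bax (ENSMUSG00000003873, chromosome 7 from 45461697 to 45466898) was at 102 CPM in control (95% interval 90.2 to 115) and 159.8 CPM in Dox (149.6 to 170.4), a log2 ratio of 0.65 (0.45 to 0.85), and Aen (ENSMUSG00000030609, chromosome 7 from 78895854 to 78911209), an exonuclease gene, had 65 UMIs in control and 392 in Dox and a log2 ratio of 1.45 (1.07 to 1.86). In cluster 4-like cells the log2 ratio was -0.88 (-2.21 to 0.49) for Casp2, -0.03 (-0.43 to 0.38) for Casp6, -0.04 (-0.63 to 0.57) for Casp8 and 0.08 (-0.83 to 1.06) for Casp9, each with an interval that includes 0. Casp9 rose in cluster 3-like cells, by 2.29 (0.24 to 5.43) from 2 UMIs in control and 19 in Dox, and Casp6 was slightly lower in cluster 1-like cells, with a ratio of -0.21 (-0.41 to -0.01). In cluster 1-like cells the ratio of Bax was -0.06 (-0.19 to 0.07).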

Among proapoptotic genes, the *Bad, Bak1*, and caspase levels were not significantly changed, while the *Bax* and *Aen* levels were elevated in cluster 4 (Fig. 4a). These data show that the apoptotic process is generally negatively regulated in our in vivo senescence model^27,28^.

**Fig. 4:**
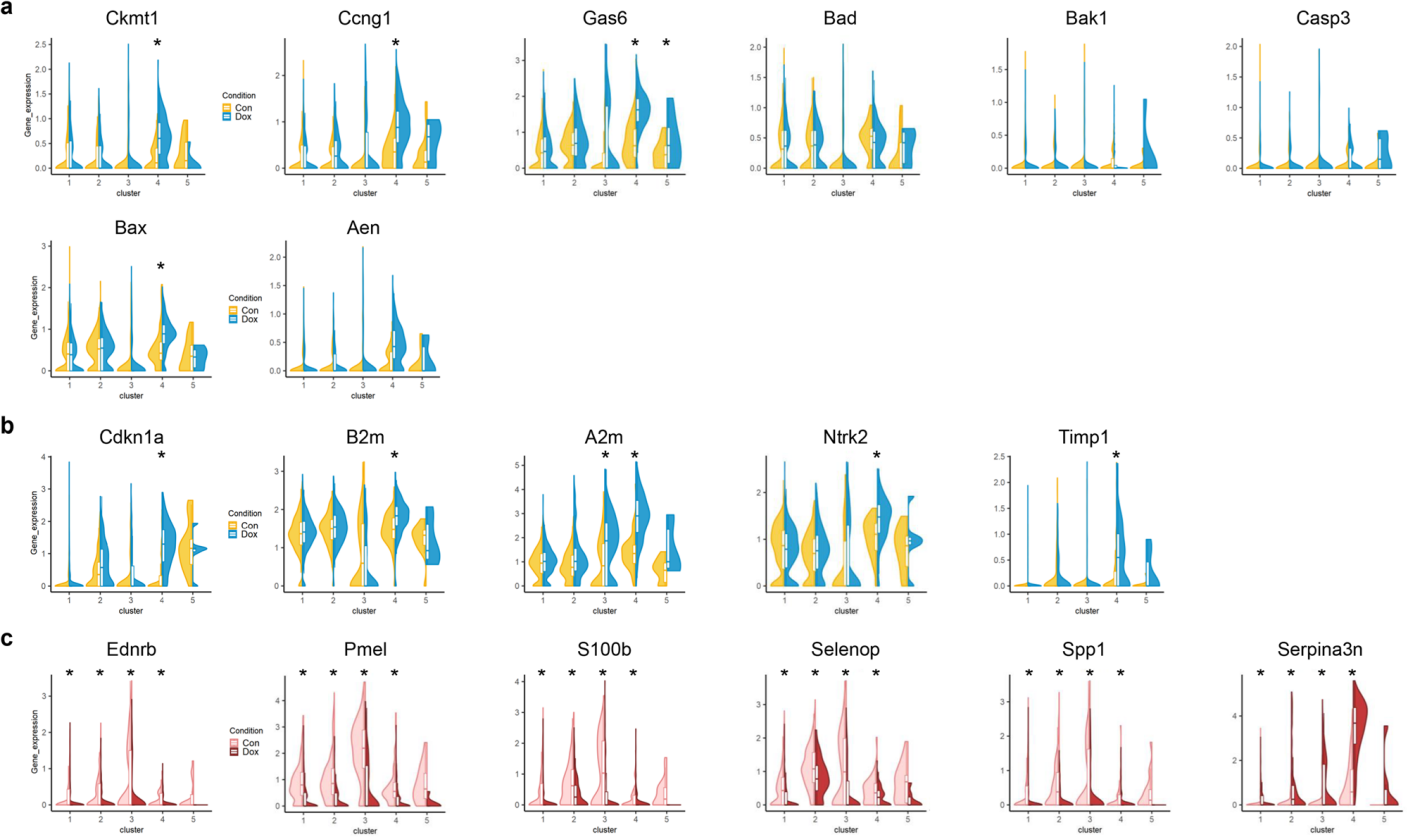
Dox treatment-induced DEGs are associated with apoptosis/senescence in a specific cluster while 6 genes are changed in all clusters. **a** Violin plots of genes associated with the regulation of apoptosis. **b** Violin plots of the genes associated with cellular senescence. **c** Violin plots of the genes that showed significant changes in expression in all 5 clusters. The *X*-axes depict the cell cluster number, and the *Y*-axes represent the expression of each gene. The statistical significance of differences in expression between control and Dox-treated RPE cells is indicated as an asterisk on the corresponding cluster based on the *p* values of the corresponding Wilcoxon rank sum tests.

Senescence-associated changes were also observed in Dox-RPE cells, mainly in cluster 4. 

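Cdkn1a (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727) encodes p21, an inhibitor of cyclin-dependent kinases. It had 212 UMIs in control and 1890 in Dox of cluster 4-like cells, or 80.4 CPM in control (95% interval 70.0 to 92.0) and 326 CPM in Dox (311 to 341). The log2 ratio was 2.02 (1.81 to 2.23). It moved most to 2.78 without the cells of the highest doublet scores, a setting chosen after seeing the data, and to 2.67 with each cell thinned to 2000 UMIs. The ratio was 0.27 (0.02 to 0.53) in cluster 1-like, 0.63 (0.46 to 0.79) in cluster 2-like, 1.74 (1.26 to 2.25) in cluster 3-like and 2.27 (1.79 to 2.77) in unnamed RPE-like cells, where the Dox level was 123 CPM. Fibroblast-like cells had 371 CPM in control and 334 CPM in Dox, a level in the range of cluster 4-like cells in Dox without a rise.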

The expression of *Cdkn1a*, a representative marker of cellular senescence, was significantly elevated in cluster 4 of Dox-RPE cells (Fig. 4b). 

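B2m (ENSMUSG00000060802, chromosome 2 from 122147686 to 122153083) was at 376 CPM in control and 540.5 CPM in Dox of cluster 4-like cells, a log2 ratio of 0.52 (0.42 to 0.63). A2m (ENSMUSG00000030111, chromosome 6 from 121635376 to 121679227) was at 387 CPM in control and 2325 CPM in Dox, a log2 ratio of 2.59 (2.49 to 2.68). A2m also rose in cluster 2-like cells, by a log2 ratio of 1.80 (1.71 to 1.90), and in cluster 3-like cells, by 1.67 (1.49 to 1.85), whereas its ratio in cluster 1-like cells was 0.06 (-0.01 to 0.13). The CPM of A2m was also higher in Dox in droplets of every cell type outside the RPE, by a log2 ratio of 1.32 (1.24 to 1.39) in fibroblast-like and 3.11 (2.94 to 3.29) in melanocyte-like cells. The RPE gene Rpe65 was higher there too, by 0.49 (0.46 to 0.52) and 1.25 (1.19 to 1.31), and A2m of these types was not separated from free RNA of RPE cells. The ratio of B2m in cluster 3-like cells, -0.06 (-0.44 to 0.32), was not distinguishable from no change.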

The levels of *B2m* and *A2m* encoding alpha- and beta-2 macroglobulin, respectively, which are also associated with cellular senescence, were also elevated in the same cluster (Fig. 4b)^29,30^. 

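Ntrk2 (ENSMUSG00000055254, chromosome 13 from 58806569 to 59133970) was at 213 CPM in control (95% interval 196 to 231) and 369.7 CPM in Dox (354 to 386) in cluster 4-like cells, a log2 ratio of 0.80 (0.66 to 0.93). In cluster 3-like cells the ratio was 0.84 (0.48 to 1.20), in cluster 2-like cells 0.29 (0.14 to 0.43), and in cluster 1-like cells the gene was slightly lower in Dox, with a ratio of -0.15 (-0.23 to -0.07).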

The expression of *Ntrk2*, which encodes neurotrophic receptor tyrosine kinase 2, was also elevated in cluster 4 and elevated in the brains of senescence-accelerated mice^31^. Furthermore, the expression of *Timp1*, which is known to maintain a senescent state in prostate tumors^32^, was increased in clusters 4 and 5 (Fig. 4b). 

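Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) had 128 UMIs in control and 755 in Dox in cluster 4-like cells, or 48.6 CPM in control and 130.1 CPM in Dox, a log2 ratio of 1.42 (1.15 to 1.70). In the cluster 5-like cells it had 1 UMI in control and 4 in Dox, a ratio with an interval from -0.35 to 8.61, so that a change was not detectable at this depth. In cluster 1-like, cluster 2-like and cluster 3-like cells the intervals of the ratio include 0. Unnamed RPE-like cells had 0 UMIs in control and 17 in Dox. Fibroblast-like cells held Timp1 at 106 CPM in control.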

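A further list set in advance holds 10 genes tied to senescence elsewhere, among them Cdkn2a, Cdkn2b, Glb1 and Il6. Of these, 7 had enough UMIs in cluster 4-like cells, 2 were higher in Dox, and the median log2 ratio was -0.86, with an interval from -1.20 to 0.00. Over all RPE-like cells the median was -0.72 (-0.77 to -0.39), and in fibroblast-like cells -0.15. The median was -1.51 (-2.15 to -1.01) in cluster 1-like and 0.13 (-0.03 to 0.30) in cluster 2-like cells. The medians of all RPE-like, cluster 1-like and fibroblast-like cells also lay below the range of their random lists, while that of cluster 2-like cells lay within it. The paper takes the rise of Ckmt1, Ccng1 and Gas6, with Bad and Bak1 unchanged, as a sign that apoptosis was held back, and the rise of Cdkn1a, B2m, A2m, Ntrk2 and Timp1 as the mark of senescence, and it joins both in its reasoning on cluster 4.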

Overall, these results reflect the apoptosis-resistant phenotype of cellular senescence in vivo when the RPE was treated with Dox.

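All 24 pairs of 6 genes and clusters 1 to 4 changed in the direction the paper gives. Ednrb (ENSMUSG00000022122, chromosome 14 from 103814625 to 103844402) fell from 26.2 to 7.25 CPM in cluster 1-like and from 19.4 to 7.58 CPM in cluster 4-like cells, log2 ratios of -1.85 (-2.16 to -1.56) and -1.35 (-1.97 to -0.74). Pmel (ENSMUSG00000025359, chromosome 10 from 128704195 to 128720238) fell from 147 to 44.6 CPM in cluster 1-like and from 259.5 to 47.4 CPM in cluster 4-like cells, log2 ratios of -1.72 (-1.84 to -1.60) and -2.45 (-2.66 to -2.25). For S100b (ENSMUSG00000033208, chromosome 10 from 76253853 to 76261159) the ratio was -2.14 (-2.36 to -1.92) in cluster 1-like and -1.48 (-1.85 to -1.10) in cluster 4-like cells, and for Selenop (ENSMUSG00000064373, chromosome 15 from 3268547 to 3280508) -1.25 (-1.41 to -1.10) and -1.25 (-1.53 to -0.97). Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) fell by 2.57 and 2.36 on the log2 scale, but its ratio in cluster 3-like cells, -0.29 (-0.89 to 0.32), was not distinguishable from no change. All 5 also fell in fibroblast-like, endothelial-like and NK or T-like cells. In macrophage-like cells Spp1 did not fall, at 480.1 CPM in control and 504 CPM in Dox. Pmel went from 712 to 164 CPM in NK or T-like cells and stood at 9418 CPM in melanocyte-like control cells. Serpina3n (ENSMUSG00000021091, chromosome 12 from 104406729 to 104414329) rose by a log2 ratio of 1.80 (1.54 to 2.06) in cluster 1-like, 4.37 (4.21 to 4.53) in cluster 2-like, 5.19 (4.48 to 6.00) in cluster 3-like and 3.20 (3.12 to 3.28) in cluster 4-like cells. Its Dox level was 36.7 CPM in cluster 1-like cells and 5194 CPM in cluster 4-like cells. In Dox, 11.0% of cluster 2-like and 19.0% of cluster 3-like cells reached 1000 CPM of Serpina3n, and they held 94.9% and 92.5% of its UMIs there. In cluster 5-like cells, Pmel (-1.75, -2.95 to -0.73) and Spp1 (-3.77, -9.12 to -1.17) were lower in Dox and Serpina3n had 0 UMIs in control and 110 in Dox, while the ratios of Ednrb, S100b and Selenop had intervals that include 0. With a mitochondrial share under 0.1, 23 of the 24 pairs kept the direction.

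**Figure D3:**
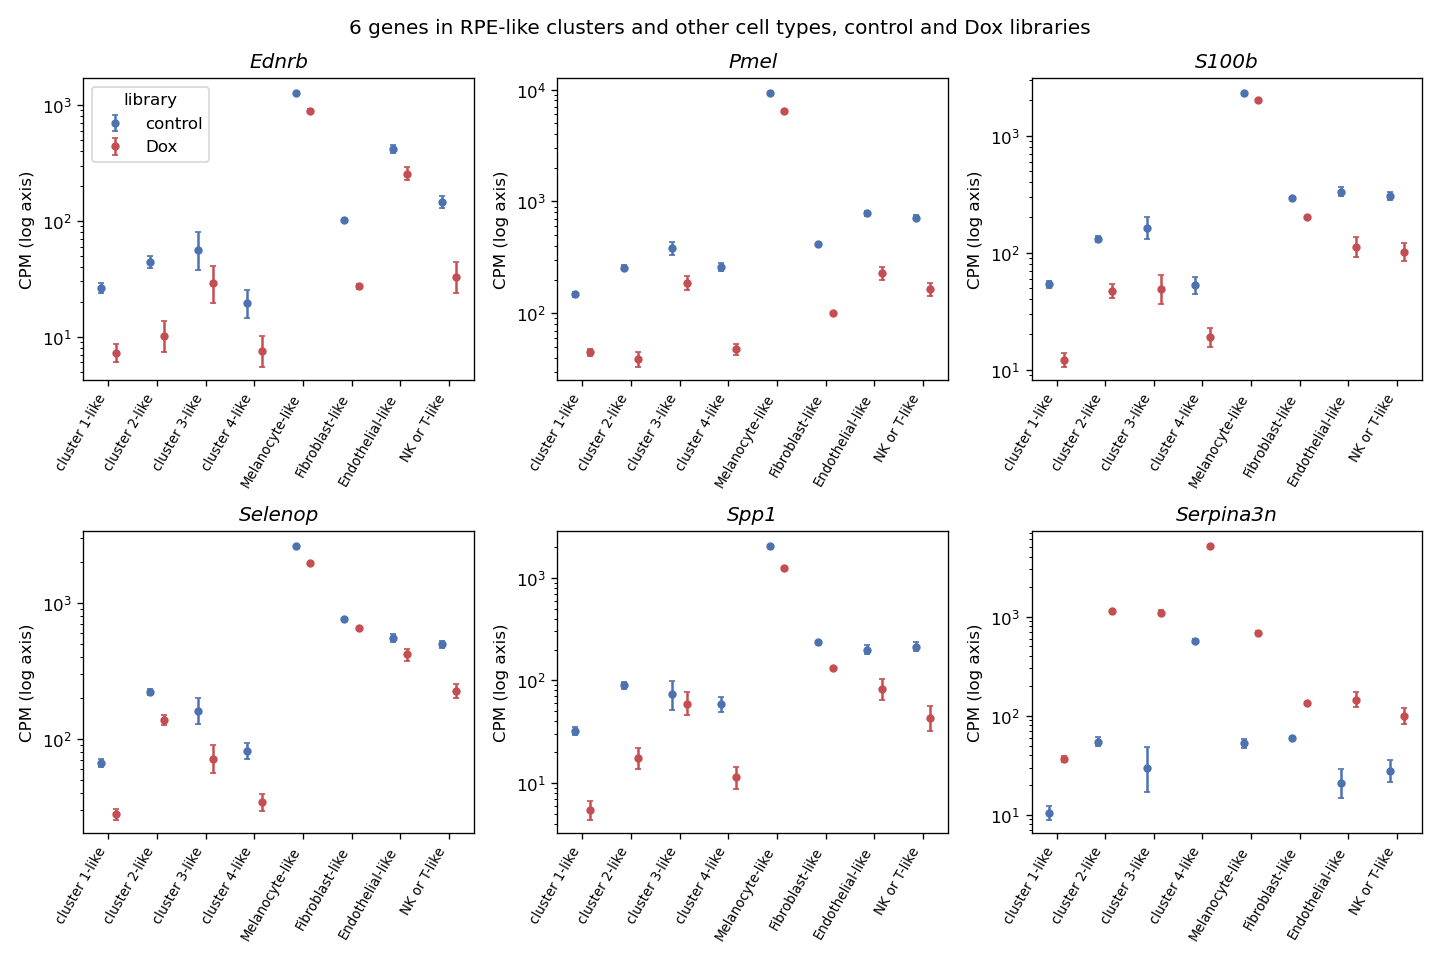
CPM of Ednrb, Pmel, S100b, Selenop, Spp1 and Serpina3n, on a log axis, in RPE-like clusters and in melanocyte-like, fibroblast-like, endothelial-like and NK or T-like cells of the control (blue) and Dox (red) libraries. Error bars are 95% Poisson intervals, counting error only. The first 5 genes lie lower in Dox in all groups drawn, and melanocyte-like cells hold the highest level of each.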

Interestingly, among DEGs, *Ednrb, Pmel, S100b, Selenop*, and *Spp1* showed decreased levels in all clusters except for cluster 5 after Dox treatment, while *Serpina3n* levels increased (Fig. 4c). These changes spanning all clusters are intriguing because the expression of the genes related to senescence or the regulation of apoptosis mentioned above were changed mainly in cluster 4. Furthermore, the association of these 6 genes with Dox treatment or senescence is not well known, especially in vivo in the RPE.

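Beyond the genes above, the largest changes among genes with at least 50 CPM in a library and 50 UMIs over both were taken, 5 in each direction per cluster. In cluster 1-like cells the rises were those of Ifit3 (0.99), Ifi27 (0.97), Bst2 (0.77), Lgals3bp (0.53) and Gip (0.52), with the log2 ratio in parentheses, Dcn fell (-0.75), and Serpine3 fell from 13493 to 8237 UMIs while the summed UMIs of all genes rose. In cluster 2-like cells Gbp3 (2.23), Bst2 (1.10) and Ifit3 (1.08) rose and Myh11 (-1.89) and Sparcl1 (-1.15) fell. Myh11 and Sparcl1 are markers of cluster 5 in the paper. At a resolution of 0.2, where 16 control and 8 Dox cells were cluster 5-like, the cluster 2-like cells numbered 332 and 192 in place of 348 and 200. The 2 falls may therefore rest on the number of cluster 5-like cells, and a fall apart from them was not tested. Cluster 3-like cells had rises of Phlda3 (3.29), Map7d1 (3.24), Gm42047 (2.48) and Gdf15 (2.23) and falls of Fxyd1 (-1.92), Mrpl52 (-1.57), Sult1c1 (-1.45) and Chd7 (-1.45), where Phlda3 and Map7d1 rest on 4 and 3 control UMIs. Among cluster 4-like cells Ifit1 (3.18), Gbp3 (2.92), Irf7 (2.78) and Sulf2 (2.74) rose and Wfikkn2 (-2.30), Dcn (-1.88) and Fbxw4 (-1.75) fell. The median Scrublet score of cluster 4-like cells was 0.324 in control and 0.136 in Dox. Without the cells of the highest scores, a setting chosen after seeing the data, the falls were -2.29 for Wfikkn2, -1.60 for Dcn and -1.71 for Fbxw4. With those cells kept in, the smooth muscle genes Myl9 (-2.84) and Mylk (-2.68) also fell in cluster 4-like cells, from 91 to 28 and from 35 to 12 UMIs. In unnamed RPE-like cells C4b (2.77) and Chrnb4 (1.74) rose and Fxyd6 (-3.71), Cxcl2 (-3.46) and Cck (-2.85) fell.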

To further investigate the biological processes not directly related to apoptosis or senescence, we performed GO analyses of the DEGs (up- and downregulated) (Fig. 5a, b). 

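The GO analysis was not repeated, and lists of interferon-induced and ribosomal protein genes were set in advance. Of 36 interferon genes found in the files, 35 had enough UMIs in RPE-like cells, and 32 were higher in Dox. Their median log2 ratio was 0.72 (0.64 to 0.89), above 100% of the random lists, and it was 0.96 without the cells of the highest doublet scores, a setting chosen after seeing the data. The median was 0.54 (0.49 to 0.73) in cluster 1-like, 0.55 (0.50 to 0.79) in cluster 2-like, 0.99 (0.67 to 1.20) in cluster 3-like and 1.97 (1.80 to 2.17) in cluster 4-like cells. Of the list, 16 genes are in Supplementary Data 4. Outside the RPE it was 0.14 (0.08 to 0.22) in macrophage-like and -0.01 (-0.18 to 0.07) in NK or T-like cells. 80 ribosomal protein genes had a median log2 ratio of -0.14 (-0.15 to -0.14), with 4 higher in Dox and the median below all 10000 random lists. The median ranged from -0.03 in cluster 1-like to -0.47 in cluster 3-like cells among cluster 1-like to cluster 4-like cells. In cluster 5-like cells it was -0.02, with 39 of 80 genes higher in Dox. Over all RPE-like cells it was -0.09 with the doublets called by Scrublet left out, all of them control cells, and -0.19 with each cell thinned to 2000 UMIs.

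**Figure D4:**
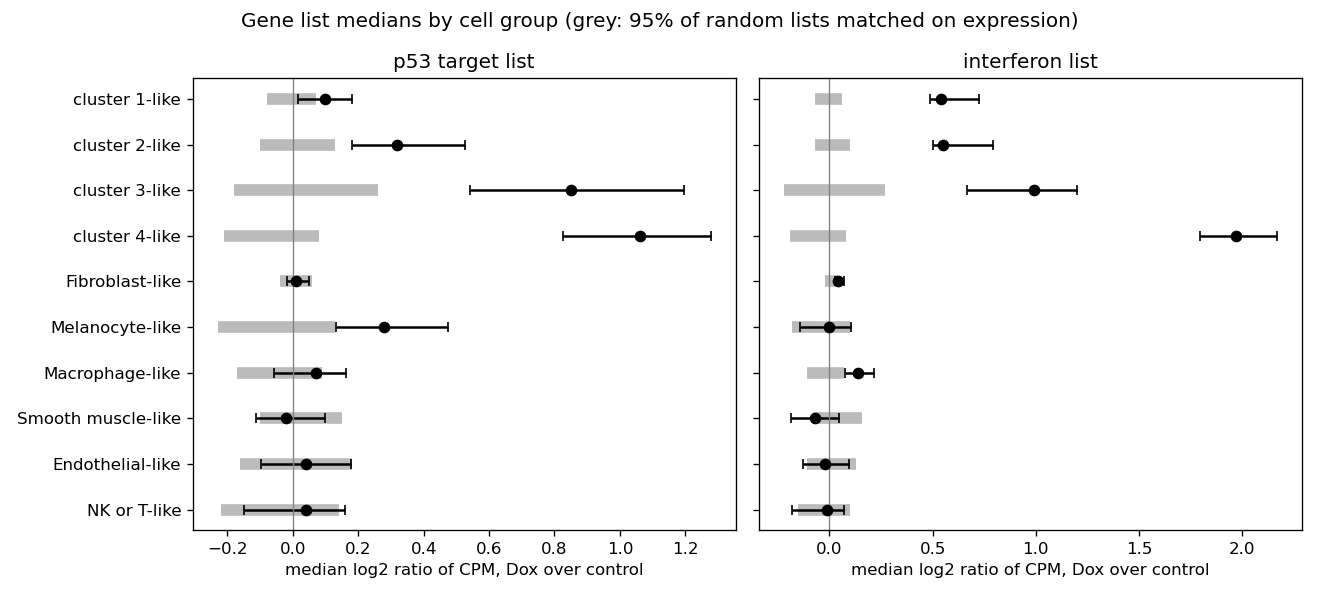
Median log2 ratio of CPM, Dox over control, of the p53 target list (left) and the interferon list (right) in RPE-like clusters and cell types outside the RPE. Points are medians, error bars 95% intervals from resampled counts and grey bars the middle 95% of random lists matched on expression. The highest median of either list is that of cluster 4-like cells.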

The results suggested that the responses to interferon-beta, viruses, organic substances and cytokines were significantly enhanced, while translation and biosynthetic processes were downregulated after Dox treatment. These results might reflect increased inflammation and cell cycle arrest.

**Fig. 5:**
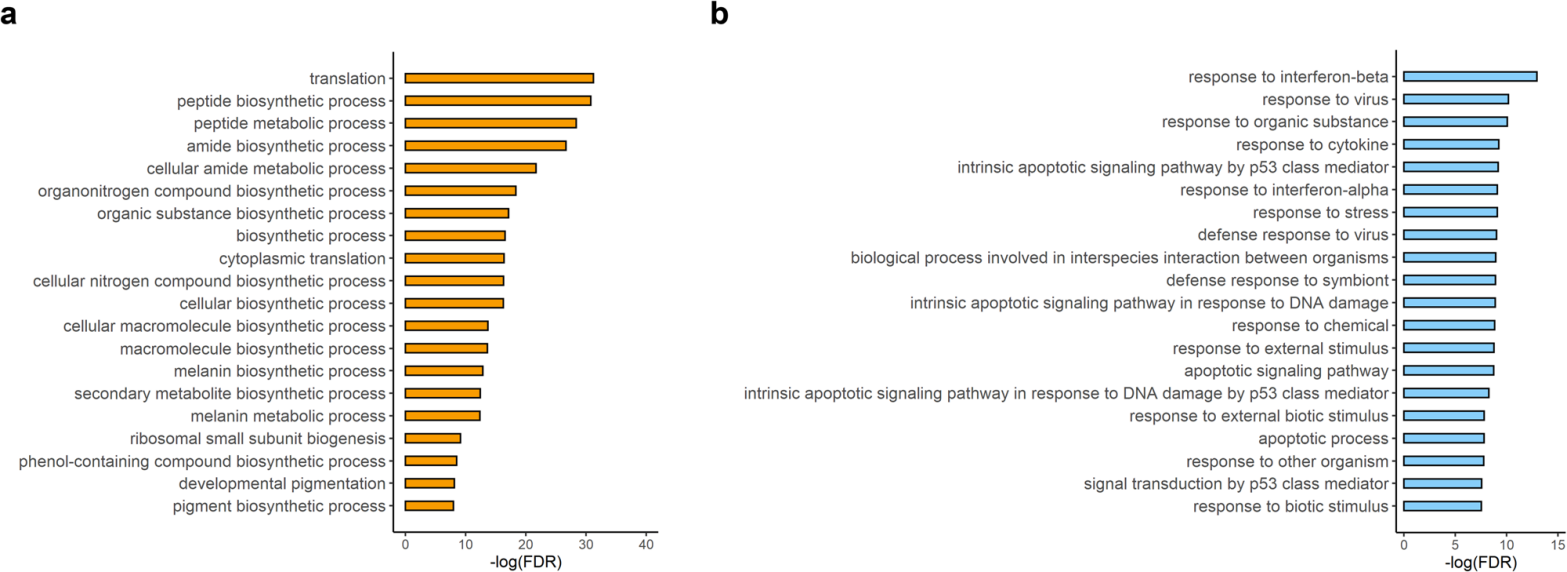
Other Dox-related biological processes in the RPE based on upregulated and downregulated DEGs. **a** Bar graph showing the top 20 enriched GO terms for the upregulated DEGs in all clusters. **b** Bar graph showing the top 20 enriched GO terms for the downregulated DEGs in all clusters.

### Validation of RPE subpopulations using RNA fluorescence in situ hybridization

To further characterize and validate the RPE subpopulations from our initial analysis, we identified the most representative markers for each subpopulation according to their expression in the specific cell clusters. We then performed RNA fluorescence in situ hybridization (FISH) on the flattened mouse RPE tissue (RPE flatmount), which can show the 2-dimensional representation of RPE cells in control and Dox-treated mice. *Rdh5, Serping1*, and *Malat1* were selected markers for RPE clusters 1, 2, and 3, respectively (Supplementary Table 1). These markers were the common cluster markers of control and Dox-RPE. 

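Rdh5 (ENSMUSG00000025350, chromosome 10 from 128913593 to 128922888) was at 6959 CPM in control and 7437 CPM in Dox in cluster 1-like cells, and between 3144 and 5252 CPM in the other control subclusters at a resolution of 0.1. Serping1 (ENSMUSG00000023224, chromosome 2 from 84765387 to 84775444) was at 290.3 CPM in control and 258 CPM in Dox in cluster 2-like cells, against 9.15 CPM in cluster 1-like control cells. Fibroblast-like control cells held it at 1283 CPM. Malat1 (ENSMUSG00000092341, chromosome 19 from 5795690 to 5802672), a nuclear non-coding RNA, was at 102000 CPM in control and 99320 CPM in Dox in cluster 3-like cells, against 8816 CPM in cluster 1-like and 25200 CPM in unnamed control cells. The log2 ratio of Dox over control was 0.10 (0.08 to 0.11) for Rdh5 in cluster 1-like, -0.17 (-0.28 to -0.06) for Serping1 in cluster 2-like and -0.04 (-0.05 to -0.02) for Malat1 in cluster 3-like cells.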

For cluster 4, we selected Dox-RPE specific markers representing apoptosis (*Bax*) and senescence (*Cdkn1a, A2m*) to additionally validate the Dox-RPE specific expression. Because of the paucity of RPE in cluster 5 in both control and Dox-RPE cells, we validated the expression and spatial expression of clusters 1–4 only.

In result, *Rdh5, Serping1, and Malat1* showed differences in the spatial distribution among one another (Fig. 6, Supplementary Fig. 5). This spatial distribution was observed in the same pattern at both phosphate-buffered saline PBS or Dox injected areas and in non-injected areas from the two groups (Control RPE and Dox-RPE). Three markers of cluster 4 (*Bax1, Cdkn1a, A2m*) showed similar spatial distributions in the Dox injected area in Dox-RPE, as expected. Conversely, they showed a significantly different spatial distributions from the other markers of clusters 1, 2, and 3 (Fig. 6, Supplementary Fig. 5).

**Fig. 6:**
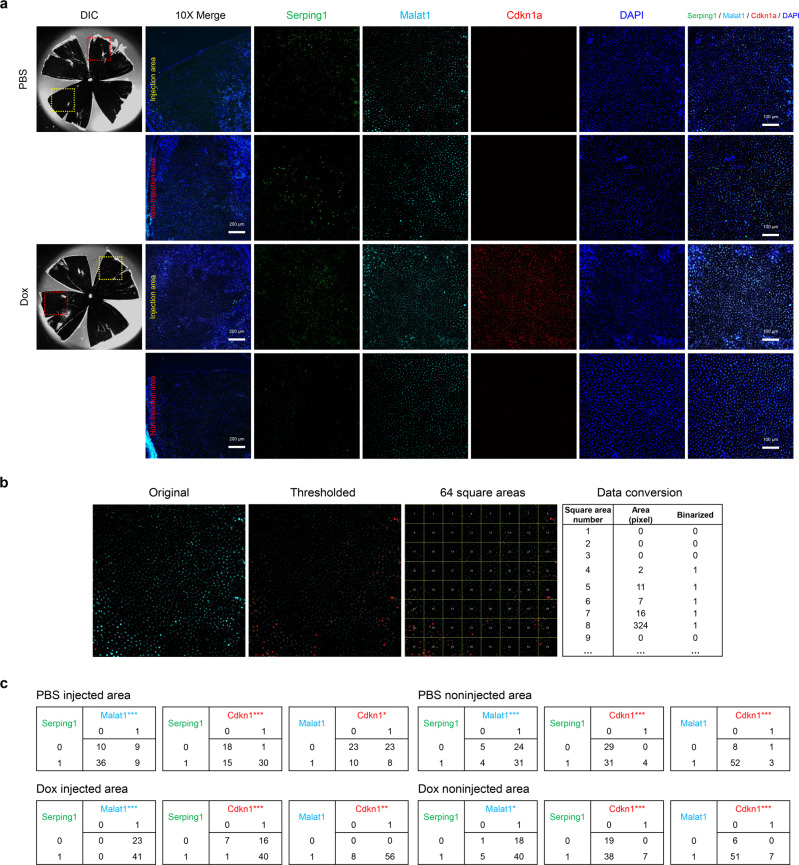
RNA fluorescence in situ hybridization of RPE subpopulations in control RPE and Dox-RPE. **a** Images showing mRNA expression of *Serping1* (green), *Malat1* (cyan) and *Cdkn1a* (red), selected markers for RPE subpopulations 2, 3, and 4, respectively. Nuclei were counterstained with DAPI. Differential interference contrast (DIC) images represent the whole shape of the RPE flatmount and the inspected location in the injected area (yellow box) and noninjected area (red box). **b** Image processing to represent spatial distributions as series of numbers. The original image was binarized by an arbitrarily determined threshold to represent the spatial distribution of a marker, and the whole image was divided into 64 square areas. Then, the information about expression in each square area was marked as 1 or 0 according to the presence or absence of a signal inside. **c** 2 × 2 contingency tables between 2 markers in four environments of the same RPE flatmount in PBS-injected/ noninjected areas, Dox injected/noninjected areas. Statistical analyses were performed using McNemar’s test (*p < 0.05, **p < 0.01, ***p < 0.001). Scale bar: 200 μm for the 10× merge image (first column) and 100 μm for ×20 magnification (next columns on the right side) in **a**. PBS = RPE flatmount from the PBS injected mouse; Dox = RPE flatmount from the Dox-injected mouse.

Together, these results provide validation of the results from scRNA-seq and establish markers for the detection of specific RPE subpopulations.

## Discussion

ScRNA-seq has emerged as a powerful tool to study gene expression in heterogeneous tissues such as the choroid. As opposed to bulk RNA sequencing, where transcripts from different cell types are aggregated and analyzed together, this technique allows for precise mapping of gene expression patterns to individual cell types^33,34^. Previous studies established the single-cell transcriptomic atlas of the RPE and the adjacent choroid in nonhuman primates and human donor eyes^21^. These studies revealed the global landscape of expression profiles from multiple tissues, but the number of RPE cells was as low as hundreds, since the RPE constitutes a monolayer between the retina and the choroid, which have much greater volume and cell numbers when they are obtained together. To overcome this limitation, we collected 3228 mouse RPE cells in total by enriching RPE cells as much as possible by meticulously dissecting the adjacent retina and choroidal tissue as well as implementing quality control processes to confirm the existence of a proper RPE population. Using prepared whole cells, we found transcripts specific for cell populations including RPE cells and endothelial cells, melanocytes, fibroblasts, and leukocytes from the choroid. While other cell types were found, we analyzed a larger RPE population than previous studies^21,35^.

From the UMAP plot of control RPE cells, we found heterogeneity of RPE cells in 5 subgroups. While the heterogeneity of RNA expression in RPE cells has not been studied well, there have been many studies on topographic heterogeneity comparing the features of the RPE to uncover regional heterogeneity (posterior vs. peripheral location) and cell-cell heterogeneity^14^. For regional heterogeneity, morphometric analyses demonstrated topographical differences in RPE size, shape, density, and granule content. Additionally, posterior RPE cells had a tendency to have a lower growth potential in vitro^36^, lower activities of some lysosomal enzymes, and higher activity of cathepsin D. Regarding cell-cell heterogeneity, individual cells or patches showed differences in the number of melanosomes and lipofuscin granules^16^. Additionally, Sonoi et al. reported the phenotypic heterogeneity of cultured human RPE cells according to their nuclear size and local density^17^. In bovine RPE cells, cell-to-cell variability in enzymatic activities was reported^15^. In our results, ATP synthesis (cluster 1), cell mobility and differentiation (cluster 2), mRNA processing and splicing (cluster 3), and catalytic processes (cluster 4), were enriched in four of the clusters (Fig. 2c). Cluster 5 was associated with the muscle contraction and cation transport. These results are not directly consistent with the previous results of regional or cell–cell heterogeneity in terms of morphology, abundance of granules, or enzymatic activity. Rather than these aspects, our results are the first to suggest the existence of pronounced heterogeneity in vital activities, including energy generation, motility, RNA processing, and catalytic process in mouse RPE cells. As in the human retina, the central region of the mouse retina possesses a higher photoreceptor cell density and a thinner Bruch’s membrane than the periphery, which underlies the higher phagocytic load of the mouse RPE^37^. This difference might have resulted in the pronounced cluster of ATP synthesis (clusters 1, Fig. 2c). Because we did not divide the posterior and peripheral areas of the RPE, further study with topographic separation might reveal the ATP synthesis activity according to the lesion. The function of cluster 2 was represented by cell motility. Quiescent RPE cells rests on a collagen type IV- and laminin-containing basement membrane on the inner aspect of Bruch’s membrane, and they do not normally divide or migrate away from this layer^3^. Mechanical injury caused by subretinal PBS injection might induce increased RPE cell motility. Chorioretinal injuries might expose RPE cells to a variety of cytokines and inflammatory cells, resulting in RPE cell activation and separation from the monolayer^38,39^. The reason why mRNA processing is prominent in a specific cluster (cluster 3) is not clear. The GO process term ‘mRNA processing’ is defined as any process involved in the conversion of a primary mRNA transcript into mature mRNA. Therefore, cluster 3 is thought to represent active mRNA maturation, mRNA processing and subsequent protein synthesis. Additionally, cluster 3 showed increased melanin biosynthetic processes (Supplementary Data 2). Therefore, the previously reported granule heterogeneity of the RPE can be explained by our observation of heterogeneity in RNA expression^16^. 

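Genes of melanin synthesis were compared between the subclusters of the control library, with fibroblast-like cells, which are not pigment cells, as a measure of background. The genes were chosen after the clusters had been seen. Tyr (ENSMUSG00000004651, chromosome 7 from 87424771 to 87493512) was at 335 CPM in cluster 3-like, 189 in cluster 1-like and 282 in cluster 4-like control cells, and 40.9 in fibroblast-like control cells. Oca2 (ENSMUSG00000030450, chromosome 7 from 56239760 to 56536518) was at 220.5 CPM in cluster 3-like, 105 in cluster 1-like and 94.8 in cluster 4-like control cells, and 15.6 in fibroblast-like control cells. Dct (ENSMUSG00000022129, chromosome 14 from 118012790 to 118052244) was at 1761 CPM in cluster 3-like, 1204 in cluster 1-like and 2795 in cluster 4-like control cells, and 751 in fibroblast-like control cells. Slc45a2 was at 43.0 CPM in cluster 3-like, 20.2 in cluster 1-like and 25.4 in cluster 4-like control cells, and 36.5 in fibroblast-like control cells. The unnamed subcluster held 632 CPM of Tyrp1 and 2822 CPM of Dct in control. Tyrp1 (ENSMUSG00000005994, chromosome 4 from 80834123 to 80851719) was at 323 CPM in cluster 3-like, 172.5 in cluster 1-like and 201 in cluster 4-like control cells, and 294 in fibroblast-like control cells, so that its level in cluster 3-like cells was close to this background, as was that of Slc45a2. Cluster 3-like control cells rested on 535038 UMIs in all. The CPM of free RNA falls with depth. Median depth was 4670 UMIs in fibroblast-like, 5654 in cluster 3-like, 19065 in cluster 1-like and 30284 in cluster 4-like control cells. The background is thus near in depth to cluster 3-like cells only, and cannot be set against the CPM of cluster 1-like and cluster 4-like cells. The median of all genes in cluster 3-like over other RPE-like control cells, 0.53 on the log2 scale, was not taken off.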

Cluster 5 in both PBS and Dox-RPE was associated with muscle contraction processes, while the number of cells were quite lower than other clusters. 

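Myl9 (ENSMUSG00000067818, chromosome 2 from 156775420 to 156781658) was at 1508 CPM in control (95% interval 1378 to 1647) and 1044 CPM in Dox (893.5 to 1212) in cluster 5-like cells, and Mylk (ENSMUSG00000022836, chromosome 16 from 34745210 to 35002420) at 449.7 CPM in control (95% interval 380 to 529) and 212 CPM in Dox (148 to 295). The smooth muscle-like cells of the preparation had 6391 CPM of Myl9 and 1862 CPM of Mylk in control, and cluster 1-like cells 11.0 and 7.06 CPM. Acta2 (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590), smooth muscle actin, which was chosen after the clusters had been seen, was at 3760 CPM in cluster 5-like and 15760 CPM in smooth muscle-like control cells. Cluster 5-like cells also held Rpe65 at 3888 CPM in control. Relative to control, the ratio in Dox was -0.53 (-0.79 to -0.28) for Myl9 and -1.08 (-1.66 to -0.54) for Mylk.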

The muscle contraction and upregulated smooth muscle associated genes—Myl9 and Mylk—in cluster 5 might be related to another major cellular process, such as epithelial-to-mesenchymal transition (EMT) of the RPE. Active modulation of the cytoskeleton, including increased contractility, was associated with EMT^40^. In addition, Acta2 and Myl9, two marker genes of cluster 5, have also been reported in cells other than muscle cells, such as the subpopulation of the human pluripotent stem cells^41^.

In Dox-RPE cells, negative regulation of the apoptosis process was prominent (Fig. 4a), and senescence-associated gene expression was increased (Fig. 4b), especially in cluster 4. The expression of *Cdkn1a* and other senescence-associated genes—*A2m*, *B2m*, and *Ntrk2*—was increased in the same cluster. These results reflect the apoptosis-resistant phenotype of cellular senescence in the Dox-RPE^27,28^. Moreover, the validity of the in vivo mouse model of subretinal Dox injection was confirmed by the RNA profiles at the single-cell level, which was previously confirmed by the change in p53/p21 expression and the elevated SA-β-Gal levels^26^. In contrast to cluster 4, the GO processes of other clusters (clusters 1, 2, 3, 5) were similar to those of the control RPE. Furthermore, the major processes of cluster 4 in the control RPE and Dox-RPE were catalytic processes, including peptidase and hydrolase activities. Therefore, we can speculate that the senescent RPE might be closely associated with the specific cell population that is primarily associated with proteolytic processes. Imbalance of proteostasis in aging is closely associated with protein aggregation, accumulation of misfolded proteins and, in the end, cellular dysfunction^42^. Our result is intriguing in that the low-dose doxorubicin treatment did not affect all RPE cells but was mainly associated with the specific RPE subpopulation characterized by the catalytic activity. This specific RPE subpopulation could be more susceptible to the Dox treatment because their main activity is focused on the regulation of catalysis, including proteolysis, leading to the senescence phenotype.

Overall, the subclusters found in control mouse RPE cells represent functional cell-cell heterogeneity. In addition, we also found that RPE subpopulations had distinct spatial localizations in the RPE flatmount through the RNA fluorescence in situ hybridization (FISH) experiments in control mice, validating the results from scRNA-seq. Therefore, the functional and spatial heterogeneity of RPE cells was demonstrated even in a quite small microscopically defined area, although RPE cells in this area looked similar to the dark pigmented and hexagonal shape. In subretinally Dox-injected mice, the same marker genes of clusters 1, 2, and 3 in both Dox injected and non-injected areas also showed similar heterogeneity to those in control mice, consistent with scRNA-seq results, which showed similar biological process between control and Dox-injected RPE in these clusters. The marker genes related to apoptosis and senescence specific to cluster 4 showed an increased signal in only in the Dox-injected area, validating the increase in cellular senescence processes localized to the area that was affected by the subretinal injection of low-dose Dox. The SA-β-Gal positive area on gross microscopic examination was definitely composed of cells expressing cellular senescence traits^26^. At the same time, based on the present RNA FISH results, researchers should aware that the RPE cells undergoing different biological processes (clusters 1, 2, and 3) are heterogeneously distributed in Dox-injected areas.

Based on the 187 DEGs whose expression levels were significantly different in any cluster, we further characterized the other GO processes that were not designated apoptosis or senescence (Fig. 5a, b). In the Dox-RPE, responses to interferon-beta, viruses, organic substances and cytokines were significantly increased. Chemotherapeutics such as Dox and cisplatin have been shown to increase the secretion of cytokines such as IL-6 and IL-8, as well as other molecules from tumor cells, and this phenomenon is closely related to the induction of type I interferons—antiviral cytokines including interferon alpha and beta. Therefore, these processes might reflect the inflammatory status after Dox treatment. Translation and biosynthetic processes were decreased after Dox treatment. These results reflect the arrested cell cycle in the senescent state.

Interestingly, among these DEGs, *Ednrb, S100b, Selenop, Spp1, and Pmel* showed decreased expression in all 5 clusters in Dox-RPE cells, while *Serpina3n* expression was increased in all 5 clusters (Fig. 4c). These 6 genes were intriguing in that their expression changed in all clusters, while the genes related to senescence or the regulation of apoptosis were changed mainly in cluster 4. In the RPE, the roles of EDNRB (endothelin receptor type B), S100B (S100 calcium binding protein B), SELENOP (selenoprotein P), SPP1 (secreted phosphoprotein 1), and Serpin A3N (serine protease inhibitor A3N) are not clear, and the association with Dox has not yet been elucidated. PMEL plays an essential role in the structural organization of premelanosomes^43^. The RPE is densely packed with melanosomes containing melanin pigment, which can reduce harmful backscattered light and remove free radicals that arise during phagocytosis of photoreceptor outer segments^3^. The decrease in PMEL in Dox-treated RPE cells might be associated with a previous finding related to the loss of melanin granules in old RPE cells^44^. Interestingly, decreased SPP1 expression was concordant with attenuated secreted levels in the stem cell niche upon aging^45^. Furthermore, treating aged hematopoietic stem cells with thrombin-cleaved SPP1 led to phenotypic and functional rejuvenation. Therefore, further study is needed to elucidate the role of these 6 genes in the senescence of the RPE. Therefore, these genes might be new markers of senescence in the RPE that are distinct from the classic markers in that their expression change is global rather than restricted to a specific population such as cluster 4.

This study has several limitations. Subretinal injection of Dox did not affect the entire RPE but affected approximately one-fourth of the RPE; therefore, unlike in in vitro models, in which a drug affects the entire cell, a drug effects on only a portion of cells in this model. Additionally, Dox treatment induces a relatively faster change in senescence, but AMD is a slowly progressive disease in patients. Since no animal models so far have recapitulated all of the pathologies of human AMD, the scRNA-seq data in this study might not fully reflect the real transcriptomic change in AMD patients. Therefore, further studies are needed in the chronic model, such as comparing the transcriptome of young mice with that of old aged mice. Furthermore, comparing the similarity and difference in gene expression among various known animal models in the single cell level might be also beneficial to correctly interpreting the experimental results from each animal model and to understanding the pathology at the molecular level.

In conclusion, this study enhanced our understanding of the expression profile of RPE cells at the single-cell level by enriching a large number of RPE cells. In the RPE cells from control mice, we found heterogeneity, and the cells were categorized into 5 subgroups. From the Dox-treated in vivo mouse model, we confirmed the antiapoptotic and senescent changes in the expression profiles, as expected. Furthermore, we identified the changes in genes that had not been recognized as related to senescence. The RPE-specific transcriptome in this study has afforded us a broader understanding of the role of RPE senescence in AMD and will therefore be useful for developing treatments targeting RPE senescence and testing their effectiveness.

## Methods

### Experimental animals

Mice were maintained in accordance with the guidelines established by the Konkuk University Institutional Animal Care and Use Committee (IACUC) and housed in a controlled barrier facility within the Konkuk University Laboratory Animal Research Center. All experimental and animal care procedures were conducted according to guidelines approved by the Konkuk University IACUC (KU IACUC; approval No. KU19015). Ten C57BL/6J male mice (aged 3 months) were purchased from Charles River Laboratories Japan Inc. (Yokohama, Japan) and were allowed to acclimate to the facility for one week before the experiments. For the scRNA-seq experiments, 5 mice (10 eyes) were randomly assigned to each control or Dox subretinal injection group. All animal experiments were conducted in a blinded manner. The mice were anesthetized with a mixture of Zoletil (Carros, France) and xylazine (Leverkusen, Germany) (4:1, diluted with normal saline), and their pupils were dilated with topical Tropherine eye drops (single use, phenylephrine hydrochloride (5 mg/ml) and tropicamide (5 mg/ml), Hanmi Pharm, Seoul, Korea). An antibiotic ophthalmic ointment (Tarivid, Santen, Osaka, Japan) was applied to all eyes after the procedures.

### Subretinal injection

Under an optical microscope (Olympus SZ51, Tokyo, Japan), a small hole was created at the limbus of both eyes with a 30-gauge sterile needle (BD Science, San Jose, USA). Through the hole, a blunt 35-gauge Hamilton microsyringe (Hamilton Company, NV, USA) was inserted slowly. One microliter of 100 ng/µl Dox or PBS was injected into the subretinal space of C57BL/6J mice.

### Eyeball isolation and single-cell dissociation of cells in the RPE layer

Seven days after subretinal injection of Dox or PBS, the mice were anesthetized with a mixture of Zoletil (Carros, France) and xylazine (Leverkusen, Germany) (4:1, diluted with normal saline), and their eyes were immediately enucleated. The anterior eye cups were quickly dissected and placed in cold PBS. After carefully removing the retina, RPE/choroid/scleral complex tissues were dissociated immediately using the papain dissociation system (Worthington, Lakewood, NJ, USA) following the manufacturer’s instructions. Briefly, RPE/choroid scleral complex tissues were incubated with a papain (20 U/ml) solution supplemented with DNase-I (2000 U/ml) in Earle’s balanced salt solution (EBSS) at 37 °C in a water bath for 30 min. RPE/choroid/scleral complex tissues were triturated with a serological pipette every 5 min. The dissociated single RPE cell pellet and potential contaminants composed of other cell types was washed with PBS and collected after centrifugation at 1200 RPM for 3 min. RPE cells were stained with 0.4% trypan blue, and pigmented single cells were manually counted using a hemocytometer.

### Single-cell RNA-Seq

Suspended cells were filtered out using a 30 µm cell strainer (Miltenyi Biotech, cat no. 130-098-458) and washed two times with cold Ca^2+^- and Mg^2+^-free 0.04% BSA/PBS at 300 g for 5 min at 4 °C. After the final centrifugation, the supernatant was removed, and dead cells were removed using a Dead Cell Removal Kit (Miltenyi Biotech, cat no. 130-090-101) and MS columns (Miltenyi Biotech, cat no. 130-042-201) according to the manufacturer’s protocol. Then, the collected live cells were gently resuspended in 1 ml of ice-cold 0.04% BSA/PBS and counted with a LUNA-FX7™ Automated Fluorescence Cell Counter (Logos Biosystems). According to the 10x Chromium Single Cell 5′ v2 protocol (10x Genomics, document no. CG000331), scRNA-seq libraries were prepared using the Chromium controller and Next Gem Single cell 5′ Reagent v2 kits (10x Genomics). Briefly, the cell suspensions were diluted in nuclease-free water to achieve a targeted cell count of 10,000. The cell suspension was mixed with reverse transcription master mix and loaded with Single Cell 5′ Gel Beads and Partitioning Oil into a Single Cell K Chip. RNA transcripts from single cells were uniquely barcoded and reverse-transcribed within droplets. cDNA molecules were pooled and enriched via PCR. For the 5′ gene expression library, the amplified cDNA was sequentially subjected to fragmentation, end repair, A-tailing, and ligation of the adapters. The products were amplified via PCR to create the 5′ gene expression library. The purified libraries were quantified using qPCR according to the qPCR Quantification Protocol Guide (KAPA) and checked for quality using the Agilent Technologies 4200 TapeStation (Agilent Technologies). Then, the libraries were sequenced using the HiSeq platform (Illumina), and 150 bp paired-end reads were generated. The sequencing depth of the 5′ gene expression library was approximately 20,000 read pairs per cell. We applied Cell Ranger (v6.0.0) for standard analysis of raw read data. FASTQ files were processed using the Cell Ranger pipeline to obtain a gene-by-cell expression matrix based on the mm10 reference genome. Cell Ranger was used for sample demultiplexing, barcode processing, single-cell 5′ gene counting and data analysis.

### Data processing

Raw sequencing data were processed through CellRanger v4.0.0 (10X Genomics) in the “count” pipeline using reference FASTA data form mice (mm10). As a result, 36,030 cells and 32,285 features passed through the quality control filter of CellRanger. Further analysis was conducted with the Seurat (v 3.2.3) R package (version 4.0.2). The cell counts generated in CellRanger were cut off based on the parameters - nUMI (nCount_RNA) > 500, nGene (nFeature_RNA) < 6000 and > 200, log10GenesPerUMI > 0.80, and mitoRatio < 0.20 - to remove possible cell doublets and potential apoptotic cells.

Filtering of the cells followed the integration protocol provided by Seurat to eliminate the batch effect of data generated from two different samples (Control vs. Dox)^46^. Using data normalized by condition through SCTransform() as input, 3000 features to be used for integration were selected using SelectIntegrationFeatures(). The functions FindIntegrationAnchors() and IntegrateData() with the method “SCT” as the normalization method were used to find cells with pairwise correlations between datasets (anchors) and integrate the two datasets by ‘anchoring’ the cells of each dataset in the same space. Integrated data were arranged through RunUMAP() after principal component analysis (PCA) dimensions were calculated with RunPCA(), and cell clustering was conducted with the FindNeighbors() and FindClusters() functions (clustering resolution = 0.1)

The major cell type of each cluster was identified by PanglaoDB (Supplementary Data 1)^47^.

### RPE reanalysis

When the threshold of *Rpe65*—the marker gene for RPE cells—was set to zero, all cells (36,030 cells) including RPE cells and putative contaminant cells showed *Rpe65* expression according to the Loupe browser. Among the 12 clusters of these cells in the UMAP plot, clusters 3 and 5 showed significantly higher levels of Rpe65 than the others, and the other clusters showed expression of specific markers of cell types other than RPE cells (Supplementary Data 1).

Therefore, we speculated that the cells expressing low levels of *Rpe65* might not have been RPE cells. To obtain the RPE population, we separated the clusters with particularly high *Rpe65* gene expression (log2 FC > 2) from original cell dataset (36,030 cells) using the ‘export’ function of the Loupe browser and ‘reanalyze’ in CellRanger. The processing, filtering, integration, and clustering of the separated cells and features were performed in the same way as described for the whole dataset above.

For FindClusters(), clustering resolution of 0.05 was applied with default parameters. The cluster markers were identified by dividing the integrated data by condition and then classifying the cluster marker using FindAllMarkers() for each condition (with Wilcoxon’s rank sum test).

The cell cycle (G1, G2M, S) phase of each cell was assigned through CellCycleScoring() using the phase information of the cycle.rda file provided by Seurat’s official Vignette according to the standard protocol. This file contains a list of previously published canonical marker genes, enabling the calculation of cell cycle scores based on the expression values of genes. To check whether the bias of each parameter did not affect the formation of cluster 5, the distributions of nUMI, nGene, mitoRatio, and cell cycle score in each cluster and condition were visualized with UMAP plots (Supplementary Fig. 1).

The DEGs indicated condition-specific and cluster-specific expression, and all related parameters were calculated using FindMarkers() with Wilcoxon’s rank sum test. An independent marker gene list was identified by separating the integrated data according to cluster and condition.

All of the UMAP plot and  the cluster marker heatmap presented in the text were all visualized using the basic functions of the Seurat package.

### Functional enrichment of marker genes using GO enrichment analysis

GO Biological Processes (http://geneontology.org/) were used to identify the function of each cluster marker genes (Figs. 2c and 3c) and DEGs (Fig. 5). The GO enrichment analysis of cluster markers was performed for the top 100 (logFC) marker genes for cluster (1–5) under each condition (Con vs. Dox).

### Canonical pathway analysis using IPA

The list of marker genes of each RPE subcluster of control RPE and Dox-RPE cells were uploaded into the IPA software (QIAGEN, Germantown, MD, USA). The ‘Core Analysis’ function included in the software was used to interpret the canonical pathways of each RPE subcluster. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathway Knowledge Base (IPKB).

### RNA fluorescence in situ hybridization in mouse RPE tissue

To confirm the heterogeneity of RPE cells from the scRNAseq analyses, RNA fluorescence in situ hybridization was performed to visualize the heterogeneous distribution of RPE subclusters. For RNA detection in mouse tissues, we enucleated eye globes from euthanized mice, trimmed the muscle and fat surrounding the globes to create a smooth outer surface, and isolated the eyecup lined by the neural retina. Then, the neural retina was removed from the eyecup, and the remaining eyecup containing RPE/choroid/sclera tissues (RPE flatmount) was fixed in 4% paraformaldehyde/PBS solution at 4 °C overnight. After fixation, the eyecups were subjected to in situ hybridization using an RNAscope multiplex fluorescent reagent kit (ACD, 320850) according to the manufacturer’s protocol with slight modification. Briefly, the fixed eyecup was permeabilized with 0.1% TritonX-100/PBS for 15 min at room temperature (RT) and then treated with protease IV solution for 30 min at RT. Then, the eyecups were incubated at 40 °C in a HybEZ hybridization oven with target probes in hybridization buffer for 2 h. We used probes against mouse Rdh5 (ACD, 1152751-C1), Serping1 (ACD, 535071), Malat1 (ACD, 313391-C3), Cdkn1a (ACD, 408551-C2), A2m (ACD, 853411), and Bax (ACD, 463501) for the representative markers in clusters 1, 2, 3, 4, 4, 4, respectively, each of which showed distinct fold changes in the corresponding RPE subcluster in the scRNA seq data. Due to the limited wavelength of commercially available probes, Rdh5 and Serping1 could not be validated in the same RPE flatmount. The probes were amplified by each solution. The samples were incubated with Amp1 for 30 min at 40 °C and then washed twice in wash buffer for 2 min each. Amp2 was incubated on the samples for 15 min at 40 °C, followed by two washes in wash buffer. Then, the samples were incubated in Amp3 for 30 min at 40 °C and washed twice using wash buffer for 2 min each, followed by incubation of Amp4-Alt A at 40 °C for 30 min. Then, the nuclei were stained with DAPI for 15 min at RT. The eyecups were flat mounted on the slide glass with ProLong Gold (Invitrogen, P36930) mounting solution. The images were captured using a confocal laser scanning microscope (Carl Zeiss, LSM 900). Each acquired image from the RNAscope assay showed the spatial RNA expression of a specific maker gene.

Because three marker genes from three different subclusters were hybridized to corresponding probes in a single RPE flatmount, three images were generated from a single flatmount. Each 20-fold magnified image was exported to FIJI (US National Institutes of Health, Bethesda, Rockville, MD, USA), and the resolution was set to 1024 by 1024 (Fig. 6**b**). In each image, ‘color threshold’ was arbitrarily set and was applied to reduce the background noise signal and to clearly represent the heterogeneous distribution, resulting in a binarized image. Then, the whole area of this image was divided into 64 square areas. Each squared area was coded to number ‘1’ or ‘0’ according to the presence or absence, respectively, of any positive pixel inside the square area. To examine the spatial heterogeneity between two markers from the same RPE flatmount, the pattern of 64 binary sequences were statistically compared between two markers using McNemar’s test. McNemar’s test was used to compare proportions of the signal-positive and signal-negative square boxes between two markers in the same RPE flatmount, and *p* < 0.05 was interpreted as their expressing differently regarding spatial distribution, verifying the existence of subclusters from the analyses of scRNA-seq.

### Statistics and reproducibility

Statistical analyses of the scRNA-seq data were carried out using the CellRanger and Seurat packages in R. In each cluster of RPE cell populations, the Wilcoxon rank sum test was used to perform gene expression comparisons between control and Dox-RPE cell clusters.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplemenatry information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The scRNA-seq datasets utilized here have been deposited into the Gene Expression Omnibus (GEO) database (accession number GSE183572). All other data are available from the corresponding authors upon reasonable request.

# Supplementary material for: Single-cell transcriptome of the mouse retinal pigment epithelium in response to a low-dose of doxorubicin
**Source:** Commun Biol. 2022 Jul 20;5:722. doi: 10.1038/s42003-022-03676-3
**Supplement:** Supplementary file 2 — Supplemenatry information

**Supplementary Information**

**for**

**Single-cell transcriptome of the mouse retinal pigment epithelium in response to a low-dose of doxorubicin**

Supplementary Table 1. Representative marker genes of each cluster in control RPE cells sorted by fold changes

| Control   | Gene     | Fold change | % of cells in cluster | % of cells not in cluster | Adjusted p value |
|-----------|----------|-------------|-----------------------|---------------------------|------------------|
| Cluster 1 | Mt3      | 0.865       | 1                     | 0.898                     | 3.21E-74         |
|           | Rgr      | 0.730       | 1                     | 9.97E-01                  | 3.59E-92         |
|           | Ttr      | 0.730       | 1                     | 1.00E+00                  | 3.28E-76         |
|           | Enpp2    | 0.711       | 0.978                 | 9.27E-01                  | 6.08E-35         |
|           | Rd3l     | 0.708       | 0.947                 | 7.45E-01                  | 1.2E-48          |
|           | Cltn     | 0.699       | 0.97                  | 8.15E-01                  | 1.36E-63         |
|           | Mt1      | 0.682       | 1                     | 9.94E-01                  | 1.46E-50         |
|           | Rlbp1    | 0.680       | 1                     | 9.58E-01                  | 2.45E-88         |
|           | Dapl1    | 0.675       | 0.817                 | 5.64E-01                  | 6.9E-40          |
|           | Mt2      | 0.662       | 0.993                 | 8.35E-01                  | 5.81E-42         |
|           | Rdh5     | 0.658       | 0.999                 | 9.79E-01                  | 1.97E-84         |
|           | Rsph10b  | 0.658       | 0.925                 | 7.11E-01                  | 1.72E-41         |
|           | Rbp1     | 0.654       | 1                     | 9.67E-01                  | 5.09E-64         |
|           | Pltp     | 0.644       | 0.986                 | 8.76E-01                  | 3.89E-48         |
|           | Pla2g5   | 0.621       | 0.947                 | 7.64E-01                  | 9.11E-53         |
|           | Sostdc1  | 0.613       | 0.881                 | 7.03E-01                  | 6.94E-24         |
|           | Mif      | 0.607       | 0.994                 | 8.88E-01                  | 7.62E-56         |
|           | Krt8     | 0.593       | 0.924                 | 7.33E-01                  | 7.24E-38         |
|           | Slc9a3r1 | 0.586       | 0.954                 | 8.21E-01                  | 1.07E-44         |
|           | Phgdh    | 0.585       | 0.969                 | 8.21E-01                  | 2.76E-43         |
|           | Taldo1   | 0.582       | 0.984                 | 8.17E-01                  | 4.34E-40         |
|           | Ndufv3   | 0.577       | 0.992                 | 8.36E-01                  | 8.94E-47         |
|           | Apoe     | 0.569       | 1                     | 9.77E-01                  | 5.66E-53         |
|           | Prcd     | 0.566       | 0.906                 | 7.03E-01                  | 4.51E-40         |
|           | Clic6    | 0.566       | 0.951                 | 7.95E-01                  | 2.13E-37         |
| Cluster 2 | Dcn      | 3.414       | 0.988                 | 0.58                      | 2.27E-137        |
|           | Igfbp4   | 3.138       | 0.982                 | 0.56                      | 3.79E-132        |
|           | Cebpd    | 3.095       | 0.985                 | 0.655                     | 2.76E-137        |
|           | Mgp      | 2.760       | 0.97                  | 0.32                      | 2.72E-153        |
|           | Junb     | 2.736       | 1                     | 0.812                     | 9.86E-140        |
|           | Serpine2 | 2.709       | 0.982                 | 0.422                     | 4.64E-152        |
|           | Zfp36    | 2.680       | 0.988                 | 0.672                     | 2.82E-130        |
|           | S100a6   | 2.520       | 0.94                  | 0.262                     | 9.93E-143        |
|           | Cxcl1    | 2.427       | 0.801                 | 0.188                     | 5.06E-122        |
|           | Igfbp5   | 2.212       | 0.997                 | 0.782                     | 8.42E-123        |
|           | Apod     | 2.187       | 0.767                 | 0.155                     | 2.55E-116        |
|           | Gsn      | 2.103       | 0.964                 | 0.31                      | 4.15E-153        |
|           | Klf2     | 2.100       | 0.946                 | 0.274                     | 2.20E-146        |
|           | Lum      | 2.095       | 0.888                 | 0.18                      | 8.27E-157        |

|           |           |       |       |       |           |
|-----------|-----------|-------|-------|-------|-----------|
| Cluster 3 | Nr4a1     | 2.093 | 0.961 | 0.505 | 6.51E-116 |
|           | Cygb      | 2.031 | 0.958 | 0.344 | 1.16E-146 |
|           | Serpinf1  | 1.836 | 0.897 | 0.166 | 2.76E-162 |
|           | Ifitm3    | 1.833 | 0.97  | 0.428 | 1.58E-126 |
|           | Id3       | 1.819 | 0.997 | 0.791 | 2.66E-103 |
|           | Serping1  | 1.808 | 0.918 | 0.168 | 1.48E-170 |
|           | Myoc      | 1.808 | 0.353 | 0.165 | 4.92E-12  |
|           | Ier2      | 1.806 | 0.97  | 0.45  | 5.81E-118 |
|           | Phlda1    | 1.783 | 0.921 | 0.334 | 4.72E-111 |
|           | Edn3      | 1.683 | 0.912 | 0.175 | 4.07E-163 |
|           | Gadd45g   | 1.666 | 0.879 | 0.423 | 3.03E-87  |
|           | Gm26917   | 4.868 | 0.958 | 0.665 | 1.52E-88  |
|           | Malat1    | 3.571 | 1     | 0.998 | 3.10E-98  |
|           | Kcnq1ot1  | 2.696 | 0.7   | 0.347 | 4.85E-47  |
|           | Col4a4    | 2.410 | 0.934 | 0.801 | 2.88E-67  |
|           | Nktr      | 2.331 | 0.84  | 0.665 | 9.86E-52  |
|           | Neat1     | 2.305 | 0.516 | 0.322 | 3.49E-16  |
|           | Snrnp70   | 2.154 | 0.854 | 0.846 | 7.00E-46  |
|           | Srrm2     | 2.079 | 0.981 | 0.963 | 1.23E-69  |
|           | Pnlsr     | 1.999 | 0.779 | 0.674 | 1.77E-36  |
|           | Pmel      | 1.998 | 0.878 | 0.846 | 1.83E-38  |
|           | Col4a3    | 1.970 | 0.77  | 0.667 | 1.28E-35  |
|           | Gm45895   | 1.958 | 0.718 | 0.663 | 6.52E-23  |
|           | Trpm3     | 1.915 | 0.995 | 0.998 | 2.46E-67  |
|           | Syne2     | 1.913 | 0.728 | 0.668 | 5.44E-25  |
|           | Appl2     | 1.847 | 0.789 | 0.774 | 7.03E-28  |
|           | Ddx17     | 1.807 | 0.714 | 0.658 | 6.39E-23  |
|           | Macf1     | 1.774 | 0.85  | 0.852 | 2.52E-41  |
|           | Pde1c     | 1.714 | 0.789 | 0.757 | 1.06E-29  |
|           | Leng8     | 1.709 | 0.657 | 0.514 | 2.05E-20  |
|           | Fosb      | 1.687 | 0.507 | 0.454 | 0.00038   |
|           | Utrn      | 1.673 | 0.831 | 0.803 | 8.38E-37  |
|           | Itpr1     | 1.665 | 0.737 | 0.747 | 2.28E-21  |
|           | Nufip2    | 1.654 | 0.587 | 0.475 | 3.51E-15  |
|           | Akap8l    | 1.646 | 0.681 | 0.601 | 6.63E-19  |
|           | Prpf4b    | 1.644 | 0.69  | 0.593 | 6.81E-22  |
| Cluster 4 | Serpina3n | 2.267 | 0.633 | 0.11  | 3.83E-46  |
|           | Gpnmb     | 1.886 | 0.969 | 0.835 | 1.01E-20  |
|           | Trf       | 1.835 | 1     | 1     | 8.00E-40  |
|           | Ctsd      | 1.205 | 1     | 0.971 | 2.40E-18  |
|           | Cryab     | 1.085 | 1     | 0.944 | 1.03E-09  |
|           | Cox8b     | 1.084 | 0.959 | 0.743 | 1.40E-07  |
|           | Vim       | 1.050 | 0.878 | 0.777 | 0.018451  |
|           | Ctsb      | 0.996 | 1     | 0.95  | 5.31E-22  |

|           |               |       |       |       |          |
|-----------|---------------|-------|-------|-------|----------|
|           | Tsc22d4       | 0.989 | 1     | 0.688 | 1.24E-20 |
|           | Dbi           | 0.987 | 1     | 0.927 | 2.41E-19 |
|           | Gsta3         | 0.961 | 0.612 | 0.124 | 3.88E-37 |
|           | Gpx4          | 0.944 | 1     | 0.991 | 2.95E-30 |
|           | Dhrs1         | 0.930 | 0.939 | 0.68  | 6.79E-14 |
|           | Hspb6         | 0.916 | 0.847 | 0.384 | 5.42E-23 |
|           | Psmc8         | 0.857 | 0.98  | 0.724 | 8.47E-16 |
|           | Cd9           | 0.839 | 0.969 | 0.733 | 5.54E-13 |
|           | Tubb2a        | 0.839 | 0.959 | 0.673 | 5.74E-08 |
|           | Prr13         | 0.827 | 0.98  | 0.8   | 5.34E-08 |
|           | Sema3b        | 0.791 | 0.969 | 0.775 | 1.40E-13 |
|           | Pcolce        | 0.740 | 1     | 0.916 | 5.19E-09 |
|           | H2afj         | 0.727 | 1     | 0.87  | 2.22E-15 |
|           | Lalba         | 0.724 | 0.735 | 0.334 | 1.52E-12 |
|           | Serf2         | 0.716 | 1     | 0.935 | 5.23E-17 |
|           | A2m           | 0.702 | 0.969 | 0.781 | 1.60E-05 |
|           | Cox5a         | 0.700 | 0.98  | 0.775 | 9.40E-18 |
| Cluster 5 | Rgs5          | 4.168 | 1     | 0.22  | 1.47E-17 |
|           | Acta2         | 4.031 | 1     | 0.796 | 9.23E-09 |
|           | Myl9          | 3.799 | 1     | 0.289 | 9.89E-15 |
|           | Crip1         | 3.761 | 1     | 0.36  | 1.06E-11 |
|           | Myh11         | 3.707 | 1     | 0.093 | 1.24E-38 |
|           | Tagln         | 3.316 | 1     | 0.146 | 1.15E-25 |
|           | Rad           | 3.076 | 0.889 | 0.079 | 5.56E-33 |
|           | Tpm1          | 2.887 | 1     | 0.596 | 7.73E-09 |
|           | Tpm2          | 2.851 | 1     | 0.188 | 1.86E-20 |
|           | Sparcl1       | 2.795 | 0.944 | 0.316 | 1.61E-10 |
|           | Mustn1        | 2.659 | 1     | 0.082 | 8.72E-42 |
|           | Mylk          | 2.526 | 1     | 0.223 | 7.97E-17 |
|           | Nr4a2         | 2.469 | 1     | 0.231 | 1.20E-14 |
|           | Rasl11a       | 2.415 | 0.889 | 0.339 | 9.15E-06 |
|           | 2210407C18Rik | 2.160 | 0.667 | 0.019 | 1.54E-61 |
|           | Cebpb         | 1.929 | 1     | 0.575 | 0.000158 |
|           | Atf3          | 1.921 | 0.944 | 0.469 | 0.014466 |
|           | Bcam          | 1.905 | 1     | 0.25  | 5.25E-15 |
|           | Tm4sf1        | 1.785 | 1     | 0.194 | 9.06E-16 |
|           | Btg2          | 1.761 | 1     | 0.562 | 0.003857 |
|           | Nr4a1         | 1.759 | 1     | 0.599 | 0.000374 |
|           | Ppp1r15a      | 1.716 | 1     | 0.693 | 0.00156  |
|           | Rasd1         | 1.678 | 1     | 0.245 | 3.55E-12 |
|           | Gadd45b       | 1.671 | 1     | 0.426 | 0.000162 |
|           | Flna          | 1.669 | 1     | 0.456 | 1.35E-07 |

The table shows the 25 genes selected as marker genes for each subpopulation of control RPE cells according to their fold changes and expression enrichment in comparison with the other subpopulations.

Supplementary Table 2. Representative marker genes of each cluster in low-dose doxorubicin-treated RPE cells sorted by fold changes

| Dox       | Gene     | Fold change | % of cells in cluster | % of cells not in cluster | Adjusted p value |
|-----------|----------|-------------|-----------------------|---------------------------|------------------|
| Cluster 1 | Mt3      | 1.447       | 0.996                 | 0.884                     | 2.21E-158        |
|           | Rd3l     | 1.169       | 0.954                 | 0.668                     | 1.44E-123        |
|           | Enpp2    | 1.086       | 0.988                 | 0.925                     | 1.01E-91         |
|           | Mt1      | 1.060       | 1                     | 0.997                     | 2.20E-119        |
|           | Mt2      | 1.000       | 0.997                 | 0.834                     | 2.12E-104        |
|           | Rgr      | 0.923       | 1                     | 1                         | 5.75E-147        |
|           | Rsph10b  | 0.917       | 0.948                 | 0.669                     | 9.52E-88         |
|           | Rbp1     | 0.902       | 1                     | 0.974                     | 2.17E-130        |
|           | Pltp     | 0.859       | 0.995                 | 0.896                     | 1.60E-102        |
|           | Calml4   | 0.832       | 0.926                 | 0.639                     | 7.47E-84         |
|           | Ptgds    | 0.824       | 1                     | 1                         | 2.14E-97         |
|           | Hmgcs2   | 0.813       | 0.955                 | 0.67                      | 1.34E-92         |
|           | Tma7     | 0.812       | 0.964                 | 0.709                     | 1.02E-83         |
|           | Ndufv3   | 0.805       | 0.991                 | 0.79                      | 2.33E-87         |
|           | Apoe     | 0.797       | 1                     | 0.983                     | 8.71E-111        |
|           | Atp5k    | 0.783       | 0.965                 | 0.725                     | 4.33E-82         |
|           | Sostdc1  | 0.781       | 0.917                 | 0.67                      | 2.33E-57         |
|           | Prcd     | 0.777       | 0.919                 | 0.672                     | 6.74E-82         |
|           | Ttr      | 0.773       | 1                     | 1                         | 1.37E-95         |
|           | Dapl1    | 0.771       | 0.862                 | 0.563                     | 1.53E-60         |
|           | Rom1     | 0.737       | 0.914                 | 0.696                     | 2.59E-66         |
|           | Rdh5     | 0.734       | 1                     | 0.987                     | 5.34E-114        |
|           | Mif      | 0.726       | 0.997                 | 0.904                     | 3.96E-85         |
|           | Uqcr11   | 0.719       | 0.987                 | 0.782                     | 3.76E-75         |
|           | Eci1     | 0.718       | 0.951                 | 0.743                     | 8.04E-78         |
| Cluster 2 | Dcn      | 3.533       | 0.986                 | 0.448                     | 4.48E-113        |
|           | Igfbp4   | 3.488       | 0.981                 | 0.525                     | 2.24E-108        |
|           | Junb     | 2.992       | 0.991                 | 0.779                     | 2.01E-103        |
|           | Mgp      | 2.990       | 0.94                  | 0.227                     | 1.11E-135        |
|           | Cebpd    | 2.898       | 0.986                 | 0.66                      | 1.17E-93         |
|           | Serpine2 | 2.844       | 0.986                 | 0.413                     | 4.38E-121        |
|           | Zfp36    | 2.782       | 0.986                 | 0.64                      | 9.61E-97         |
|           | Cxcl1    | 2.605       | 0.787                 | 0.155                     | 2.60E-111        |
|           | Gsn      | 2.460       | 0.954                 | 0.267                     | 1.02E-132        |
|           | Nr4a1    | 2.371       | 0.954                 | 0.448                     | 6.90E-93         |
|           | Igfbp5   | 2.294       | 0.995                 | 0.804                     | 5.04E-86         |
|           | S100a6   | 2.277       | 0.912                 | 0.195                     | 2.30E-127        |
|           | Cygb     | 2.216       | 0.968                 | 0.311                     | 1.61E-122        |
|           | Klf2     | 2.178       | 0.921                 | 0.253                     | 2.15E-116        |

|           |           |       |       |       |           |
|-----------|-----------|-------|-------|-------|-----------|
|           | Lum       | 2.131 | 0.875 | 0.12  | 5.73E-161 |
|           | Phlda1    | 1.967 | 0.884 | 0.247 | 4.67E-103 |
|           | Apod      | 1.904 | 0.699 | 0.122 | 8.93E-97  |
|           | Id3       | 1.896 | 0.995 | 0.771 | 5.27E-74  |
|           | Serpinf1  | 1.778 | 0.921 | 0.142 | 1.01E-160 |
|           | Bgn       | 1.769 | 0.94  | 0.273 | 1.96E-113 |
|           | Cebpb     | 1.763 | 0.94  | 0.533 | 4.32E-67  |
|           | Ier2      | 1.744 | 0.944 | 0.429 | 9.04E-81  |
|           | Serping1  | 1.738 | 0.94  | 0.15  | 4.52E-161 |
|           | Gadd45g   | 1.688 | 0.866 | 0.427 | 5.22E-61  |
|           | Edn3      | 1.683 | 0.884 | 0.12  | 6.37E-157 |
| Cluster 3 | Gm26917   | 4.984 | 0.964 | 0.624 | 1.79E-122 |
|           | Malat1    | 3.813 | 0.996 | 1     | 1.78E-131 |
|           | Kcnq1ot1  | 2.474 | 0.744 | 0.364 | 1.45E-70  |
|           | Neat1     | 2.418 | 0.552 | 0.298 | 9.31E-31  |
|           | Col4a4    | 2.356 | 0.906 | 0.845 | 4.00E-89  |
|           | Srrm2     | 2.302 | 0.982 | 0.96  | 5.77E-112 |
|           | Nktr      | 2.277 | 0.87  | 0.695 | 1.80E-80  |
|           | Gm45895   | 2.269 | 0.751 | 0.681 | 5.16E-43  |
|           | Snrnp70   | 2.259 | 0.924 | 0.868 | 2.99E-94  |
|           | Fosb      | 2.239 | 0.581 | 0.388 | 5.05E-26  |
|           | Macf1     | 1.990 | 0.917 | 0.863 | 1.27E-86  |
|           | Fn1       | 1.948 | 0.834 | 0.683 | 1.08E-62  |
|           | Fus       | 1.919 | 0.881 | 0.872 | 1.92E-66  |
|           | Akap8l    | 1.878 | 0.733 | 0.601 | 1.11E-41  |
|           | Pde1c     | 1.867 | 0.816 | 0.802 | 8.51E-51  |
|           | Col4a3    | 1.845 | 0.783 | 0.717 | 3.37E-48  |
|           | Trpm3     | 1.841 | 0.996 | 0.995 | 1.30E-114 |
|           | Itpr1     | 1.824 | 0.816 | 0.719 | 1.21E-57  |
|           | Syne2     | 1.823 | 0.755 | 0.689 | 3.60E-39  |
|           | Jun       | 1.820 | 0.895 | 0.873 | 1.78E-42  |
|           | Nufip2    | 1.819 | 0.664 | 0.527 | 2.69E-33  |
|           | Son       | 1.794 | 0.975 | 0.973 | 1.40E-96  |
|           | Sfpq      | 1.778 | 0.69  | 0.589 | 2.16E-30  |
|           | Appl2     | 1.776 | 0.827 | 0.768 | 2.97E-53  |
|           | Trpm7     | 1.722 | 0.69  | 0.546 | 1.34E-36  |
| Cluster 4 | Serpina3n | 3.974 | 0.984 | 0.41  | 7.10E-126 |
|           | Chil1     | 2.909 | 0.984 | 0.813 | 5.84E-76  |
|           | A2m       | 2.325 | 0.992 | 0.851 | 5.12E-81  |
|           | Gpnmb     | 2.232 | 1     | 0.769 | 1.10E-100 |
|           | Trf       | 1.980 | 1     | 1     | 1.68E-102 |
|           | Pcolce    | 1.698 | 0.996 | 0.924 | 2.70E-102 |
|           | Tsc22d4   | 1.513 | 0.963 | 0.698 | 7.30E-72  |
|           | Gsta3     | 1.513 | 0.861 | 0.162 | 1.59E-134 |

|           |               |       |       |       |           |
|-----------|---------------|-------|-------|-------|-----------|
|           | Lalba         | 1.491 | 0.787 | 0.312 | 8.61E-59  |
|           | Ctsd          | 1.441 | 1     | 0.987 | 1.24E-85  |
|           | Vim           | 1.441 | 0.971 | 0.701 | 1.63E-39  |
|           | Cdkn1a        | 1.417 | 0.914 | 0.281 | 3.01E-95  |
|           | Ctsb          | 1.308 | 0.996 | 0.933 | 5.19E-99  |
|           | Ifitm3        | 1.302 | 0.873 | 0.522 | 3.59E-32  |
|           | Ifit3         | 1.164 | 0.881 | 0.549 | 9.15E-34  |
|           | Gas6          | 1.159 | 0.971 | 0.651 | 5.49E-71  |
|           | Phlda3        | 1.114 | 0.889 | 0.279 | 1.17E-96  |
|           | Gpx4          | 1.075 | 1     | 0.997 | 2.70E-83  |
|           | Cox8b         | 1.058 | 0.93  | 0.778 | 9.09E-23  |
|           | Timp1         | 1.019 | 0.648 | 0.059 | 2.55E-129 |
|           | Ifi57         | 1.014 | 0.93  | 0.534 | 3.26E-64  |
|           | Cd9           | 1.009 | 0.951 | 0.699 | 6.54E-58  |
|           | Gnb3          | 1.008 | 0.848 | 0.103 | 2.14E-155 |
|           | Igfbp7        | 0.998 | 0.992 | 0.922 | 1.14E-51  |
|           | H2-K1         | 0.987 | 0.914 | 0.543 | 4.85E-55  |
| Cluster 5 | Rgs5          | 4.742 | 1     | 0.128 | 3.09E-08  |
|           | Crip1         | 4.534 | 1     | 0.228 | 0.000616  |
|           | Myl9          | 4.256 | 1     | 0.168 | 0.000008  |
|           | Tagln         | 3.710 | 1     | 0.094 | 1.20E-11  |
|           | Myh11         | 3.426 | 1     | 0.051 | 6.68E-22  |
|           | Mustn1        | 3.316 | 1     | 0.056 | 6.20E-20  |
|           | Tpm2          | 3.267 | 1     | 0.142 | 2.85E-07  |
|           | Rrad          | 3.233 | 1     | 0.057 | 4.22E-20  |
|           | Sparcl1       | 2.873 | 1     | 0.125 | 4.73E-08  |
|           | Mylk          | 2.724 | 1     | 0.118 | 6.91E-09  |
|           | Rasl11a       | 2.596 | 1     | 0.29  | 0.009746  |
|           | 2210407C18Rik | 2.570 | 1     | 0.011 | 1.22E-86  |
|           | Tm4sf1        | 2.407 | 1     | 0.104 | 3.69E-10  |
|           | Rasd1         | 2.402 | 1     | 0.175 | 5.48E-05  |
|           | Tesc          | 2.168 | 1     | 0.007 | 3.13E-120 |
|           | Pde3a         | 1.974 | 1     | 0.071 | 5.60E-15  |
|           | Des           | 1.916 | 0.833 | 0.065 | 2.43E-10  |
|           | Nr4a2         | 1.900 | 0.833 | 0.144 | 0.00406   |
|           | Rbpms         | 1.891 | 1     | 0.226 | 0.002253  |
|           | Rcan2         | 1.868 | 1     | 0.084 | 3.52E-13  |
|           | Cox4i2        | 1.801 | 1     | 0.18  | 1.93E-05  |
|           | Tinagl1       | 1.800 | 0.833 | 0.025 | 7.36E-30  |
|           | Cavin3        | 1.726 | 1     | 0.192 | 0.000737  |
|           | Fxyd1         | 1.697 | 1     | 0.17  | 0.000299  |
|           | Filip1l       | 1.695 | 0.833 | 0.018 | 6.22E-40  |

The table shows the 25 genes selected as marker genes for each subpopulation of doxorubicin-treated RPE cells according to their fold changes and expression enrichment in comparison with the other subpopulations.

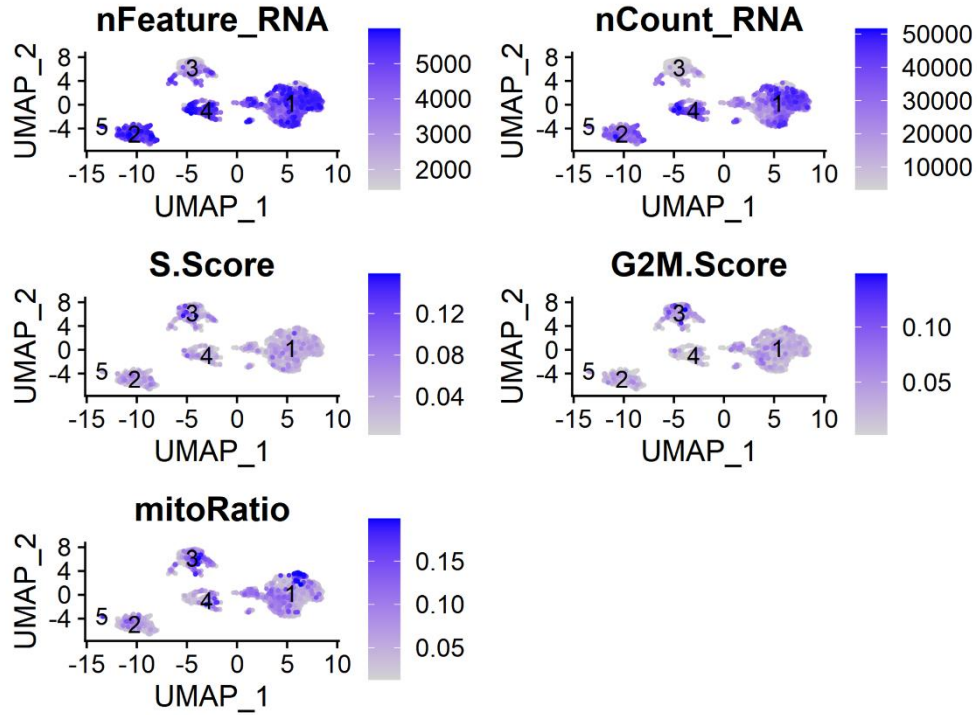

Supplementary Fig. 1. UMAP features for the potential confounding factors affecting the cluster number. The UMAP feature plots of parameters including nFeature\_RNA, nCount\_RNA, S.Score, G2 M.Score and mitoRatio are presented to verify that the dataset was classified into an appropriate number of clusters and to confirm that there were other factors that could affect the formation of clusters other than gene expression. These parameters do not show bias toward a specific cluster, so we determined that the clustering result in the corresponding cell data was appropriate.

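The values behind such plots were taken for each subcluster of the control library. The median was 19065 UMIs and 4007 genes per cell in cluster 1-like, 17777 and 4228 in cluster 2-like, 5654 and 2230 in cluster 3-like, 30284 and 4837 in cluster 4-like, and 6518 and 2390 in unnamed cells. The median mitochondrial share was 2.43% in cluster 1-like, 9.29% in cluster 3-like, 1.86% in cluster 4-like and 9.28% in unnamed cells. With each cell thinned to 2000 UMIs, the median number of genes was 929 in cluster 1-like, 1023.5 in cluster 3-like and 921 in cluster 4-like cells. Shallower cells were left out of this, 1 of cluster 1-like, 1 of cluster 3-like and 0 of cluster 4-like cells. The summed UMIs of 43 S phase genes ranged from 385 CPM in unnamed to 486 CPM in cluster 3-like cells, and those of 54 G2 and M phase genes from 885 CPM in cluster 4-like to 1010 CPM in unnamed cells.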

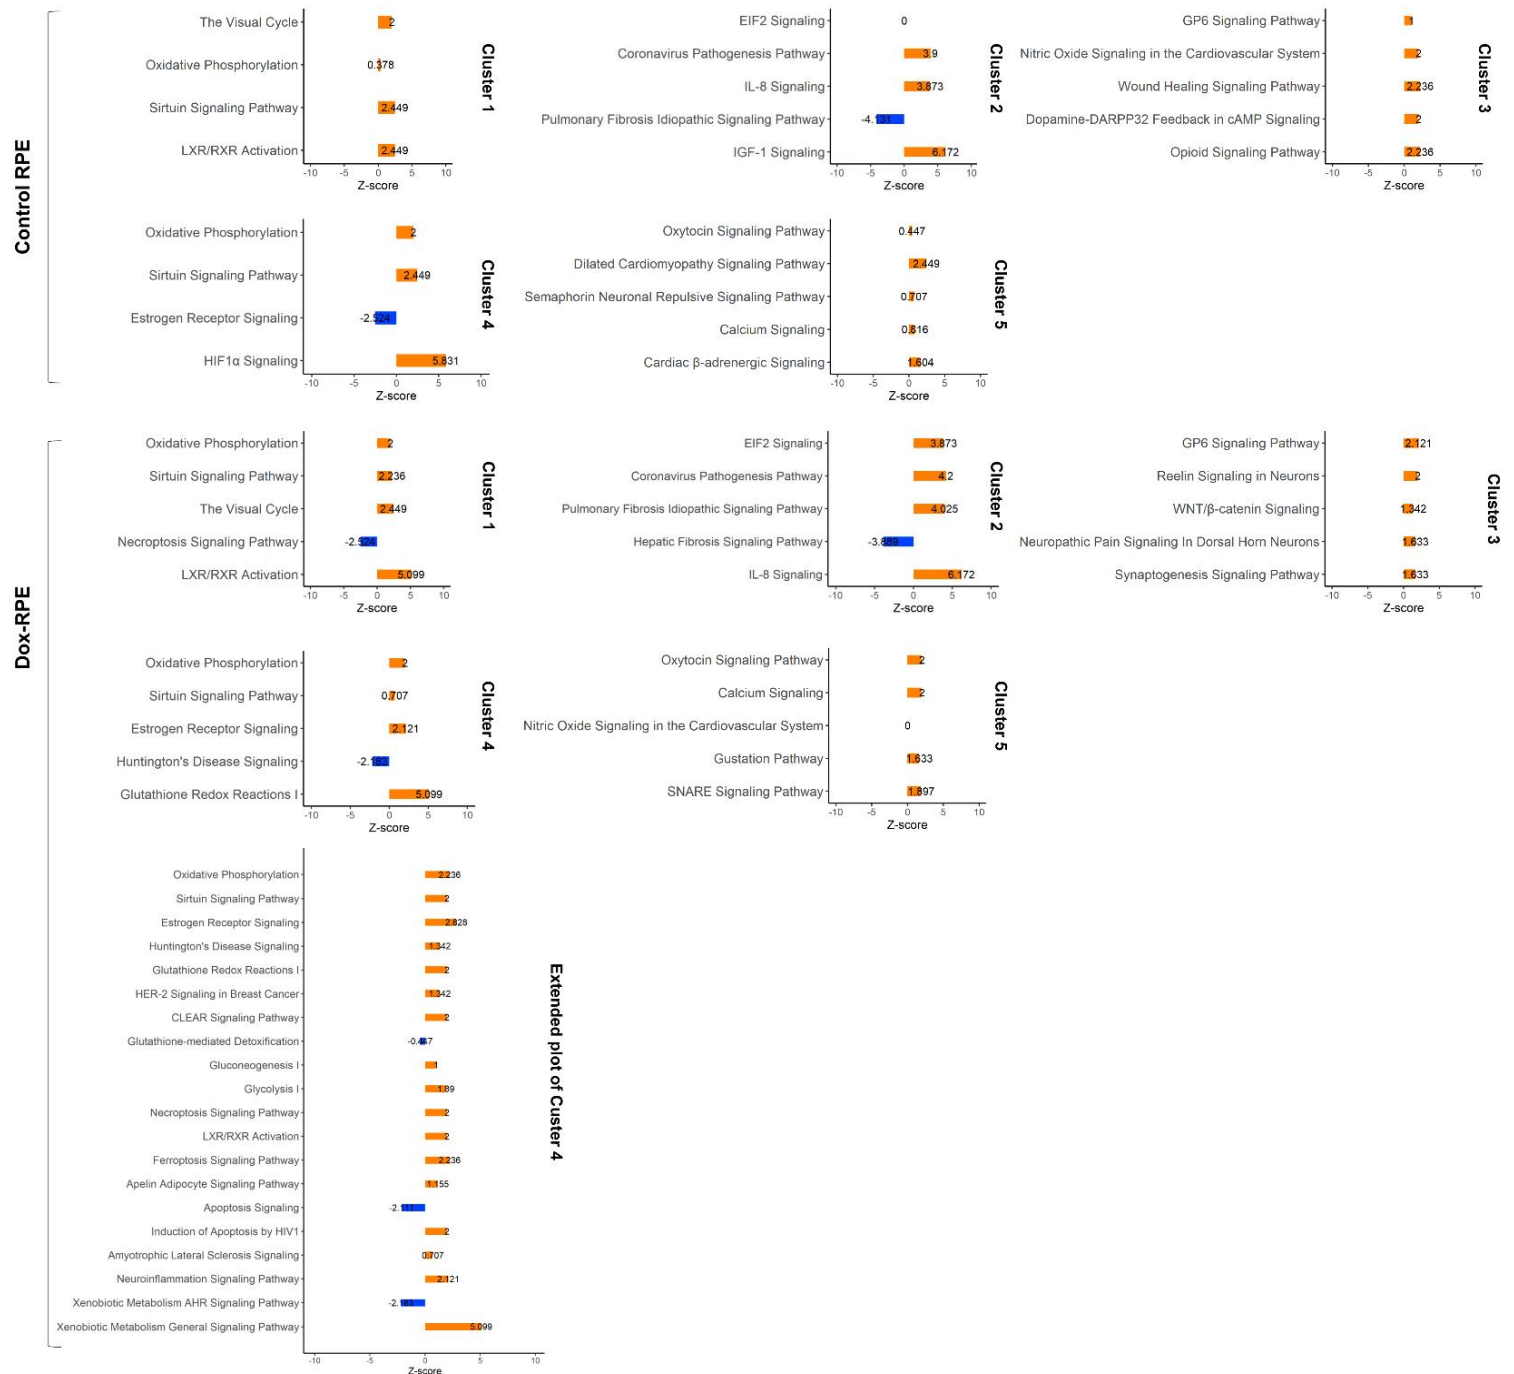

Supplementary Fig. 2. Canonical pathway analysis using Ingenuity Pathway Analysis (IPA). The top 5 canonical pathways for each cluster of control RPE cells and Dox-RPE cells are represented. The 5 subclusters showed distinct pathways, and general overlap of the pathways was found between the control- and Dox-RPE clusters. The apoptosis pathway was only found in cluster 4 of the Dox-RPE cells (extended plot of cluster 4).

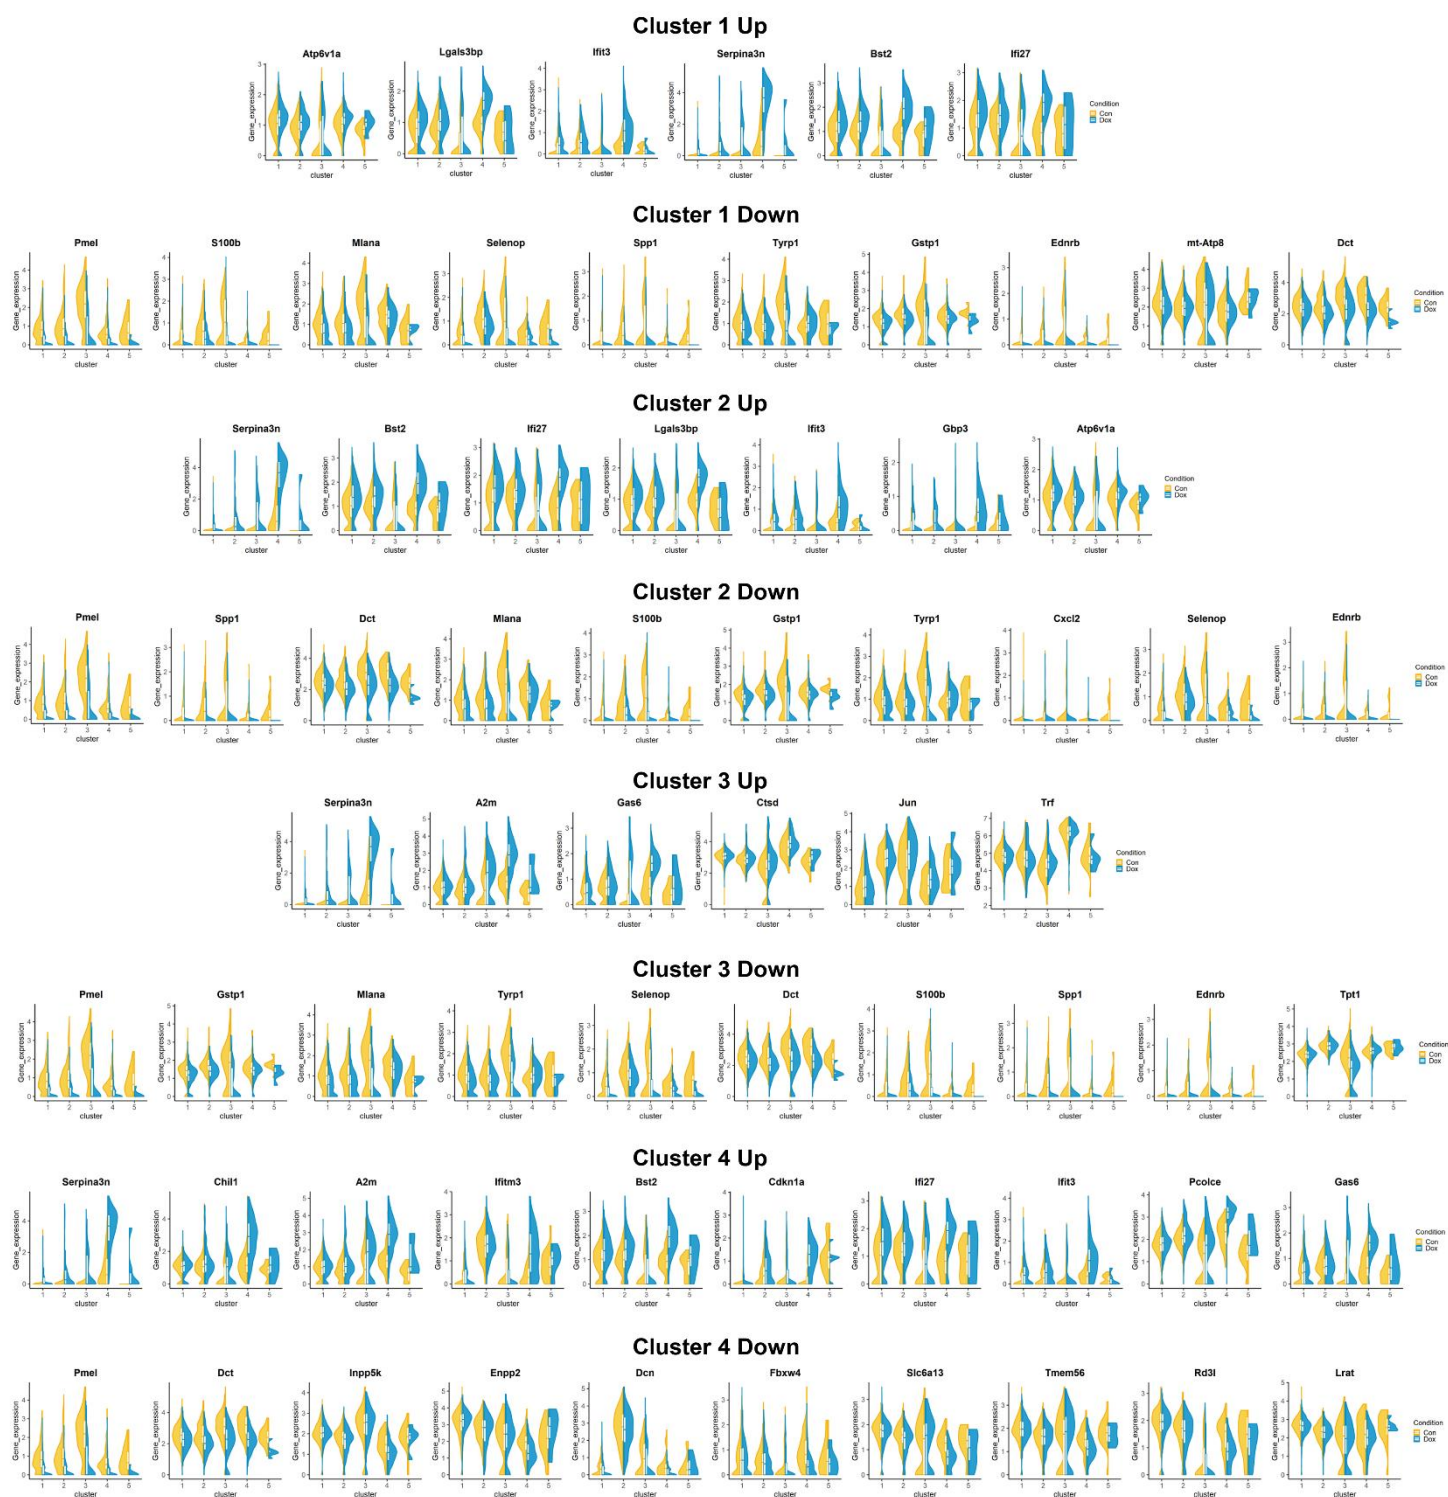

Supplementary Fig. 3. Representative up-regulated and down-regulated DEGs after doxorubicin treatment in 4 RPE clusters. DEG of cluster 5 was not depicted because no genes were significantly different between control and Dox-RPEs. The top 10 genes were selected, but fewer than 10 up-regulated DEGs are shown because they are the only significant DEGs. Each fold change between Con- and Dox-RPE cells in all up- or down-regulated DEGs in the 4 RPE clusters was statistically significant.

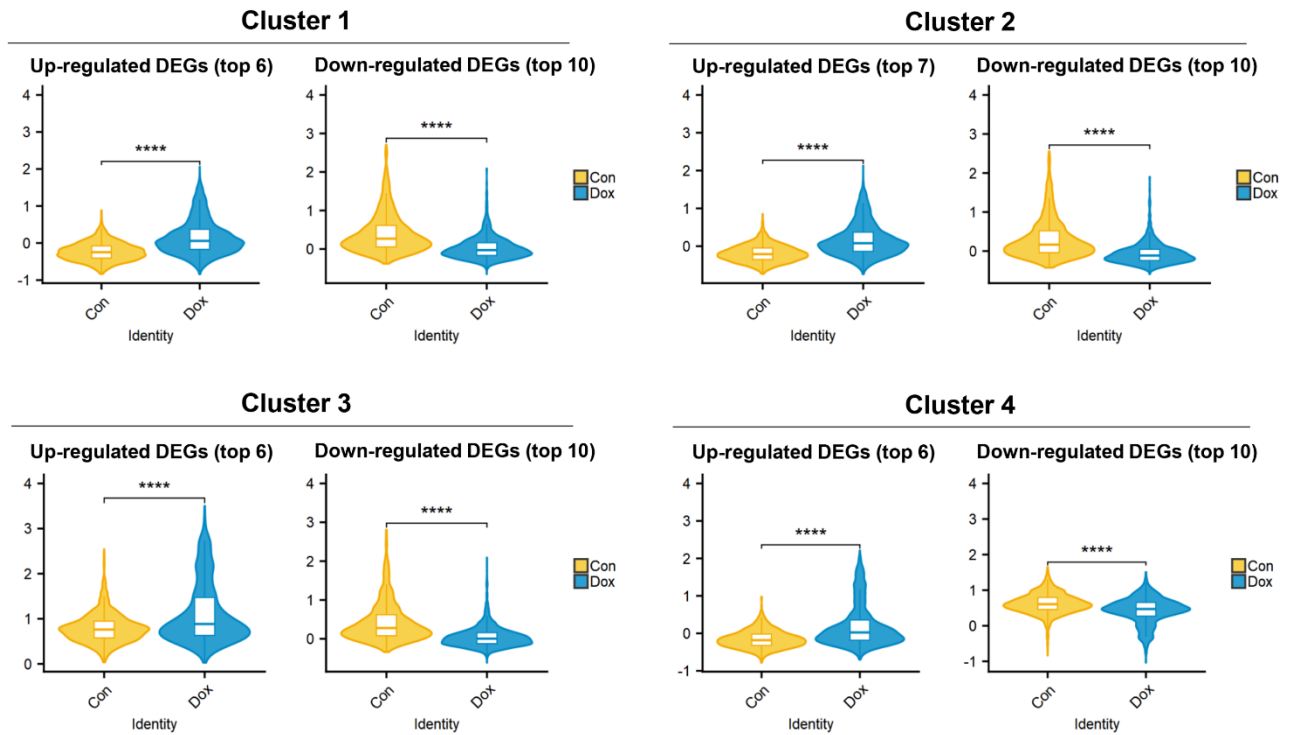

Supplementary Fig. 4. Comprehensive expression of all upregulated and downregulated DEGs after doxorubicin treatment per cluster. Comprehensive expression was calculated using the `AddModuleScore()` function in Seurat to represent the difference in expression by condition. DEG of cluster 5 was not depicted because no genes were significantly different between control and Dox-RPEs. The top 10 genes were selected, but fewer than 10 up-regulated DEGs are shown because they are the only significant DEGs. (\*\*\*\* $p < 0.0001$ )

**a**

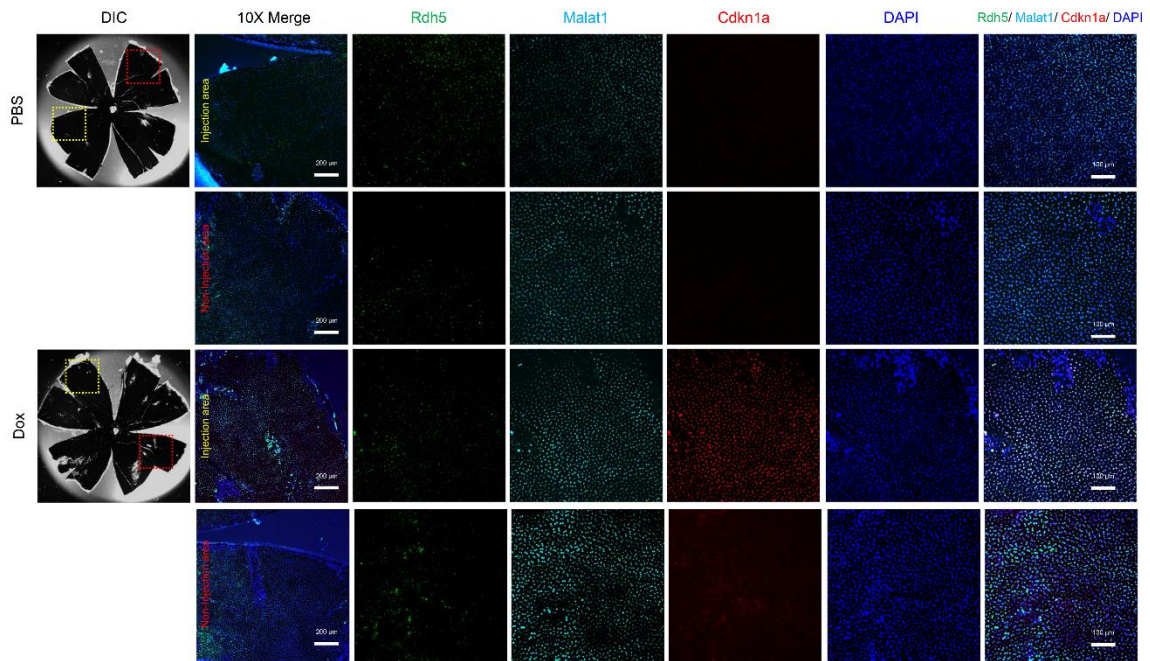

**PBS injected area**

|      | Rdh5 | Malat1 <sup>***</sup> |
|------|------|-----------------------|
| Rdh5 | 0    | 1                     |
| 0    | 4    | 23                    |
| 1    | 7    | 30                    |

|      | Rdh5 | Cdkn1 <sup>***</sup> |
|------|------|----------------------|
| Rdh5 | 0    | 1                    |
| 0    | 28   | 1                    |
| 1    | 24   | 13                   |

|        | Malat1 | Cdkn1 <sup>***</sup> |
|--------|--------|----------------------|
| Malat1 | 0      | 1                    |
| 0      | 8      | 3                    |
| 1      | 42     | 11                   |

**PBS noninjected area**

|      | Rdh5 | Malat1 <sup>***</sup> |
|------|------|-----------------------|
| Rdh5 | 0    | 1                     |
| 0    | 0    | 30                    |
| 1    | 1    | 33                    |

|      | Rdh5 | Cdkn1 <sup>***</sup> |
|------|------|----------------------|
| Rdh5 | 0    | 1                    |
| 0    | 29   | 1                    |
| 1    | 22   | 12                   |

|        | Malat1 | Cdkn1 <sup>***</sup> |
|--------|--------|----------------------|
| Malat1 | 0      | 1                    |
| 0      | 1      | 0                    |
| 1      | 50     | 13                   |

**Dox injected area**

|      | Rdh5 | Malat1 <sup>***</sup> |
|------|------|-----------------------|
| Rdh5 | 0    | 1                     |
| 0    | 6    | 30                    |
| 1    | 5    | 23                    |

|      | Rdh5 | Cdkn1 <sup>***</sup> |
|------|------|----------------------|
| Rdh5 | 0    | 1                    |
| 0    | 0    | 36                   |
| 1    | 0    | 28                   |

|        | Malat1 | Cdkn1 <sup>***</sup> |
|--------|--------|----------------------|
| Malat1 | 0      | 1                    |
| 0      | 0      | 11                   |
| 1      | 0      | 53                   |

**Dox noninjected area**

|      | Rdh5 | Malat1 <sup>***</sup> |
|------|------|-----------------------|
| Rdh5 | 0    | 1                     |
| 0    | 4    | 20                    |
| 1    | 0    | 40                    |

|      | Rdh5 | Cdkn1 <sup>***</sup> |
|------|------|----------------------|
| Rdh5 | 0    | 1                    |
| 0    | 24   | 0                    |
| 1    | 30   | 10                   |

|        | Malat1 | Cdkn1 <sup>***</sup> |
|--------|--------|----------------------|
| Malat1 | 0      | 1                    |
| 0      | 4      | 0                    |
| 1      | 50     | 10                   |

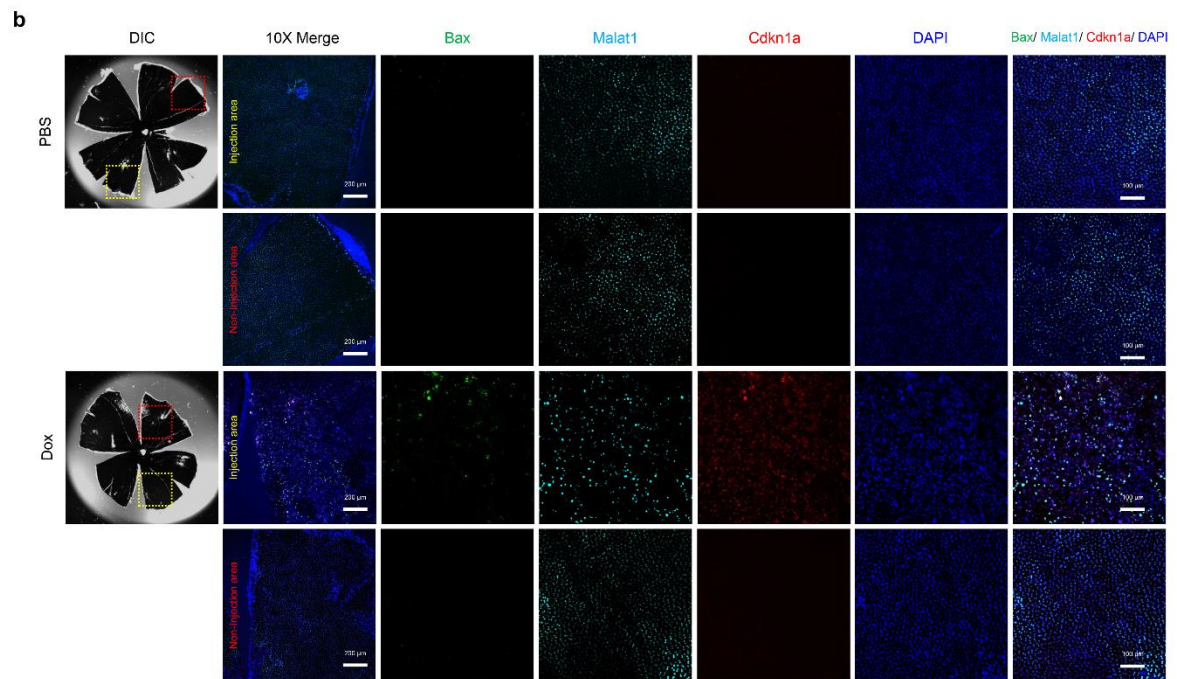

PBS injected area

| Bax | Malat1*** |
|-----|-----------|
| 0   | 0 28      |
| 1   | 0 36      |

| Bax | Cdkn1 |
|-----|-------|
| 0   | 27 1  |
| 1   | 0 36  |

| Malat1 | Cdkn1*** |
|--------|----------|
| 0      | 0 0      |
| 1      | 27 37    |

PBS noninjected area

| Bax | Malat1*** |
|-----|-----------|
| 0   | 0 55      |
| 1   | 0 9       |

| Bax | Cdkn1 |
|-----|-------|
| 0   | 53 2  |
| 1   | 2 7   |

| Malat1 | Cdkn1*** |
|--------|----------|
| 0      | 0 0      |
| 1      | 55 9     |

Dox injected area

| Bax | Malat1*** |
|-----|-----------|
| 0   | 0 25      |
| 1   | 0 39      |

| Bax | Cdkn1 |
|-----|-------|
| 0   | 25 0  |
| 1   | 0 39  |

| Malat1 | Cdkn1*** |
|--------|----------|
| 0      | 0 0      |
| 1      | 25 39    |

Dox noninjected area

| Bax | Malat1*** |
|-----|-----------|
| 0   | 0 58      |
| 1   | 0 6       |

| Bax | Cdkn1 |
|-----|-------|
| 0   | 48 10 |
| 1   | 3 3   |

| Malat1 | Cdkn1*** |
|--------|----------|
| 0      | 0 0      |
| 1      | 51 13    |

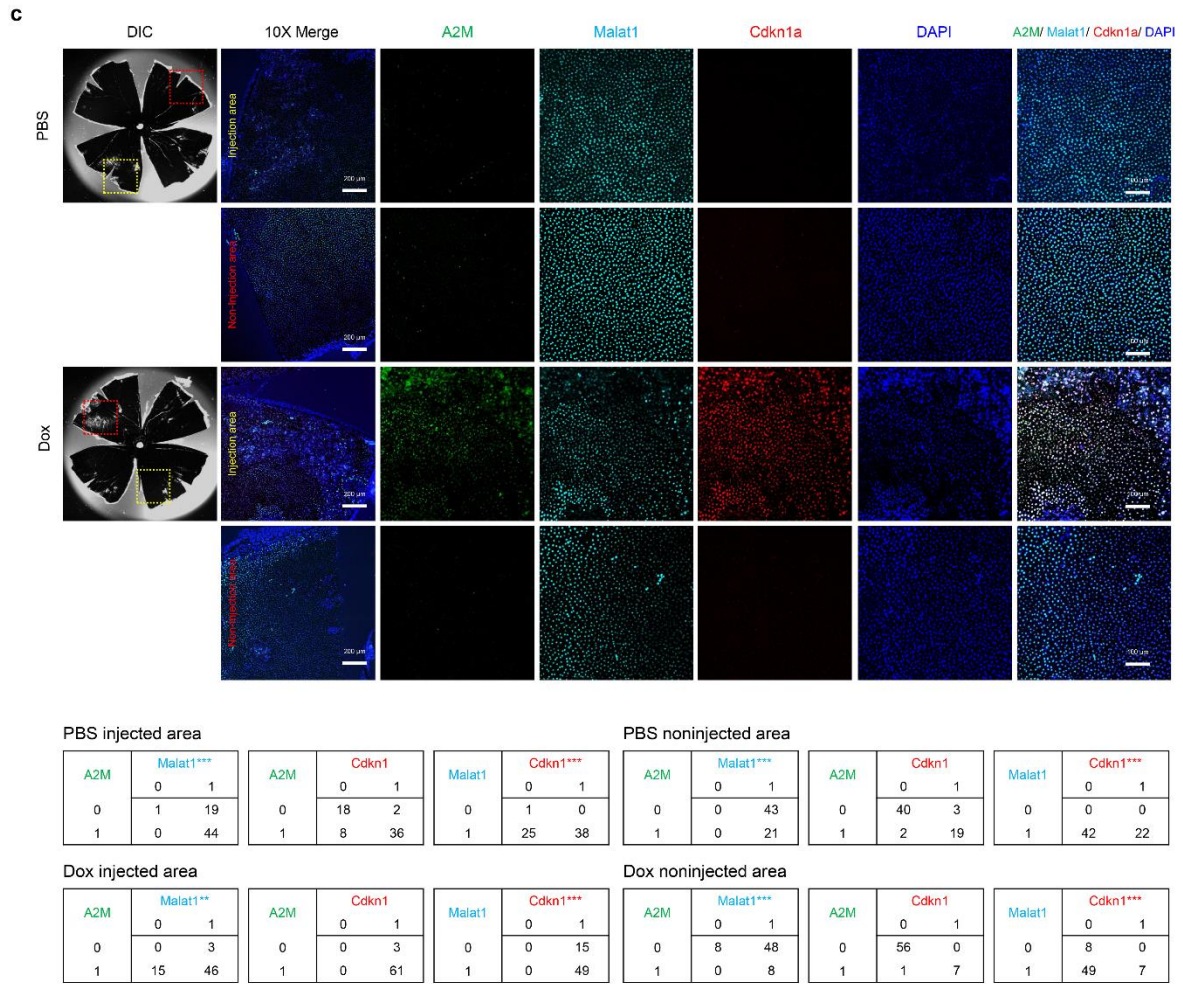

Supplementary Fig. 5. RNA fluorescence in situ hybridization for the combination of RPE subpopulations in control RPE and Dox-RPE cells. **a** Images showing mRNA expression of *Rdh5* (green), *Malat1* (cyan), and *Cdkn1a* (red), which are selected markers for RPE subpopulations 1, 3, and 4, respectively. Nuclei were counterstained with DAPI. Differential interference contrast (DIC) images represent the whole shape of the RPE flatmount and the inspected location in the injected area (yellow box) and noninjected area (red box). Below the fluorescence images, 2 x 2 contingency tables are listed between 2 markers in four environments of the same RPE flatmount in PBS-injected/noninjected areas and Dox-injected/noninjected areas. Statistical analyses were performed using McNemar's test (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ). Scale bar: 200  $\mu\text{m}$  for 10X merge image (first column) and 100  $\mu\text{m}$  for 20X magnification (next columns on the right side). **b** Images and 2 x 2 contingency tables for the comparison of spatial distribution of showing mRNA expression of *Bax* (green), *Malat1* (cyan) and *Cdkn1a* (red), which are selected markers for RPE subpopulations 4, 3, and 4, respectively. **c** Images and 2 x 2 contingency tables for the comparison of spatial distribution showing mRNA expression of *A2M* (green), *Malat1* (cyan), and *Cdkn1a* (red), which are selected markers for RPE subpopulations 4, 3, and 4, respectively. PBS=RPE flatmount from the PBS-injected mouse; Dox=RPE flatmount from the Dox-injected mouse.

# Supplementary material for: Single-cell transcriptome of the mouse retinal pigment epithelium in response to a low-dose of doxorubicin
**Source:** Commun Biol. 2022 Jul 20;5:722. doi: 10.1038/s42003-022-03676-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Gene expression signatures and suggested major cell types of each cluster.

**File name:** Supplementary Data 2

**Description:** Comprehensive representation of gene ontology processes in the control RPE.

**File name:** Supplementary Data 3

**Description:** Comprehensive representation of gene ontology processes in the doxorubicin-treated RPE.

**File name:** Supplementary Data 4

**Description:** Significant DEGs in any of the 5 clusters between control and doxorubicin-treated RPE.

# Supplementary material for: Single-cell transcriptome of the mouse retinal pigment epithelium in response to a low-dose of doxorubicin
**Source:** Commun Biol. 2022 Jul 20;5:722. doi: 10.1038/s42003-022-03676-3
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** *Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

**Data analysis** *Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.*

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single cell RNA-seq datasets are deposited in the Gene Expression Omnibus (GEO) database (accession number GSE183572). Any other data are available from the corresponding authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed based on statistical methods. From the available eyes of mice in our study, total 3,355 RPE cells identified by the expression of RPE65 in total (control RPE: 1531, Dox-RPE: 1697), and this size was thought as enough to statistically compare the RNA profiles between control versus experimental group. |
| Data exclusions | We did not exclude any data from consideration. All data generated by single cell RNA sequencing was subjected into the further analysis using bioinformatics tool.                                                                                                                                                                                    |
| Replication     | Reported results were consistently replicated across multiple experiments with all replicates generating similar results.                                                                                                                                                                                                                              |
| Randomization   | Included mice were randomly allocated to the control or experimental groups.                                                                                                                                                                                                                                                                           |
| Blinding        | The allocation of mice for control and experimental group, and single cell RNA sequencing were conducted in a blinded manner. Further analyses using bioinformatics tools were not necessary because the results are quantitative and did not require subjective judgement or interpretation.                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J male mice                                                                                                                                                                                                                                                                                                                                            |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                     |
| Ethics oversight        | Konkuk University IACUC, approval No. KU19015                                                                                                                                                                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

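The deposited data are single-cell RNA counts of the RPE layer of mice injected with PBS (control) or Dox, 1 library per condition, each pooled from 10 eyes of 5 mice. The authors aligned the reads to mm10 and counted UMIs per gene and cell with Cell Ranger (4.0.0 in the file header), and the deposited value is the raw count of UMIs per gene and cell, for 32285 genes. The header was used for the version, since the paper names 2 versions. Images, staining and the in situ data of the paper were not used here.

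Cells with over 500 UMIs, over 200 and under 6000 genes, log10 genes over log10 UMIs above 0.8 and a mitochondrial share under 0.2 were kept. With Seurat 5.3.0 (SeuratObject 5.2.0, sctransform 0.4.2, R 4.3.3), the libraries were normalized by SCTransform, integrated on 3000 features and clustered with 40 principal components at a resolution of 0.1. The paper gives no number of components. Clusters were named from marker lists set before the data were examined, when at least 3 markers were at 10 CPM and at least 1 was among the 10 leading genes, the genes with the highest fold of CPM over all other cells at 50 CPM or more. This scoring rule was set after the clusters had been seen and was changed once, which gave the cluster led by Cxcl10 its fibroblast-like name and left the cluster led by Snhg7os unnamed. RPE-like cells were the cluster with Rpe65 over 4-fold above all other cells.

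RPE-like cells were integrated and clustered again, with the 237 genes of Supplementary Data 4 and Fig. 4 kept out of the features, which left 2810. The resolution was 0.1, since no subcluster took the name cluster 4-like at the paper's 0.05. Subclusters were named by the paper's markers when at least 2 were among the 10 leading genes, a rule set after the subclusters had been seen. It left 1 subcluster unnamed, whose best match was cluster 3 (15 of 15 markers detected, 1 among the 10 leading genes). Cluster 5-like cells were taken at a resolution of 0.2.

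The UMIs of each group were summed, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and given per 1000000 UMIs (CPM) with an exact Poisson interval. Shares have Clopper-Pearson intervals, and ratios of CPM exact conditional binomial intervals, all at 95% and all of counting error only. No test between the conditions was made, since neither has a replicate. The genes named in the text are those the paper names, the 5 largest rises and falls per subcluster among genes with at least 50 CPM in a library and 50 UMIs over both, and the leading genes of each cluster. Casp2, Casp6, Casp8 and Casp9 are among the caspases, and results for some other genes are not reported here. Myl9 and Mylk are named in the paper's discussion. Tyr, Oca2, Dct, Tyrp1, Slc45a2 and Acta2 were chosen after the clusters had been seen. Gene lists (interferon, p53 target, senescence_other, melanocyte_ambient, oxidative_phosphorylation, splicing and ribosomal_protein) were set before the data were examined. Their medians used genes with at least 20 UMIs and 0.5 counts added, were set against 10000 random lists matched on mean expression, and have intervals from 500 resamplings of the counts. Gene positions were taken from GENCODE vM21, since the files do not state their annotation version. Figures were drawn with matplotlib 3.10.9.

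Doublets were scored with Scrublet in scanpy 1.11.5, at an expected 0.8% per 1000 cells (16.1% in control and 12.3% in Dox). Its own threshold was 0.465 in control, which called 1063 cells (5.27%), and 0.85 in Dox, which called 0 cells, so that it did not work for the Dox library. Leaving out the highest scores up to the expected rate, 3244 cells in control and 1770 in Dox, was added after this was seen.

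The alternatives were a mitochondrial share under 0.1, no limit on genes or on complexity, the doublets called by Scrublet left out, at least 3 Rpe65 UMIs, Rpe65 over 2-fold, all 3000 features, a resolution of 0.2, no integration, CPM without mitochondrial genes, the mean of the cells' own CPM, centring on the median of all genes, cells thinned to 2000 UMIs, at least 100 UMIs per gene and 0.1 counts added. The steps from counts to intervals and list medians were tested on simulated data with 200 changed genes. The summed UMIs were drawn from the Poisson model on which the intervals rest, so that the coverage checks the computation only. UMIs of a gene that gather in few cells were not simulated. In cluster 4-like cells, 97.5% of the intervals of changed genes and 96.1% of those of unchanged genes covered the simulated value, 99.0% of changed genes had the right direction, and a changed list had a median of 0.94 where 0.99 was simulated. The GO and pathway analyses of the paper were not repeated, since they need databases that were not at hand.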

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

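The tests on both results below were chosen only after the result was seen.

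The list of 10 melanocyte genes fell in NK or T-like cells, a type the paper does not analyse, with a median log2 ratio of Dox over control of -1.85. It is a signal in data the paper does not report on. 3 of the 10 genes are among the 5 genes that the paper reports lower in RPE clusters. If less melanocyte RNA was free in the Dox suspension, the list would fall in all types that lack melanocyte genes. In the other 4 such types its smallest fall was -1.16 in fibroblast-like cells and its most negative median -1.73 in macrophage-like cells, while RPE-like cells had -0.80. Less free melanocyte RNA in the Dox library may therefore account for the fall. Whether the Dox treatment or the preparation of the cells changed the free RNA stays open, since each condition is 1 library.

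The ribosomal protein list rose in NK or T-like cells, with a median log2 ratio of 0.13, and fell in RPE-like cells, with -0.14. The groups thus moved in opposite directions, and the difference between them was not tested. A shift of the whole Dox library would move the list alike in types outside the RPE, and the rise in NK or T-like cells argues against it as the whole cause. The sign in NK or T-like cells was kept under the other scalings, at 0.13 without mitochondrial genes, 0.17 after centring and 0.07 with the mean of the cells' own CPM, and that in RPE-like cells too, at -0.14, -0.12 and -0.19. The list also fell in whole-tissue unnamed (-0.29), Schwann-like (-0.24), melanocyte-like (-0.22), smooth muscle-like (-0.10) and fibroblast-like cells (-0.04), rose in macrophage-like cells (0.07) and stood at 0.00 in endothelial-like cells, so that a shift of the library as part of the cause stays open. In control, the list was higher in cluster 2-like than in other RPE-like cells, by a median log2 ratio of 0.56, and the cluster 2-like share was lower in Dox. A change in the mix of cell states may therefore account for part of the fall in RPE-like cells. Within cluster 1-like to cluster 4-like cells the list was lower in Dox too, with medians from -0.03 to -0.47. The size of each part was not tested, nor was the mix in the other groups. RNA of other cells and an effect of Dox stay open and were not tested for this list.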

How the results depend on the processing

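The removal of the cells with the highest Scrublet scores up to the expected rate, and the joining of the unnamed RPE-like subcluster to cluster 3-like cells, were tests chosen only after the result was seen.

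No paired analysis was possible because each condition has 1 library, and a result comes from no test. A value counts as moved when it leaves its counting interval, or for a count when it changes by more than 1.5 times. It counts as reversed when its interval excluded 0 and its sign changed. Spp1 in cluster 3-like cells, whose interval includes 0, changed sign with a mitochondrial share under 0.1, to 0.38, and is among the moved values. Of the values for the comparisons set before the data were examined, 111 stayed within these limits under an alternative, 21 moved and 0 reversed. Of the other values, such as those of single genes, 657 stayed, 113 moved and 0 reversed.

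Without integration of the libraries, the cluster 4-like share of control RPE-like cells was 4.28%, the share of Supplementary Data 4 entries with the listed direction 98.2%, the oxidative phosphorylation list in cluster 1-like cells 0.23 and the splicing list in cluster 3-like cells 0.30. With each cell thinned to 2000 UMIs, Cdkn1a in cluster 4-like cells had 2.67, the Supplementary Data 4 share was 96.8%, the ribosomal protein list -0.19 and the oxidative phosphorylation list 0.42. With the mean of the cells' own CPM, the last 2 were -0.19 and 0.42, and after centring on the median of all genes -0.12 and 0.38, where the splicing list had 0.06. Centring subtracts the median of all genes, which was 0.53 in cluster 3-like cells, so the fall of the splicing list follows from its construction. For the other moves of this paragraph the cause was not tested.

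Without the doublets called by Scrublet, all of them control cells, the ribosomal protein list had -0.09 and the oxidative phosphorylation list 0.15. Without the cells of the highest Scrublet scores, Cdkn1a had 2.78, the interferon list 0.96, the ribosomal protein list -0.10 and the p53 target list 1.35. With a mitochondrial share under 0.1 the oxidative phosphorylation list had 0.12, and with CPM free of mitochondrial genes the splicing list had 0.67. The cause was not tested. The number of RPE-like cells, the Dox share of cluster 4-like cells and the pairs of the 6 genes stayed within their limits under each alternative run for them.

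Depth limits what the smaller groups can show. Cluster 5-like cells are 16 and 8 in number, and cluster 3-like control cells hold 535038 UMIs in all, so that genes at a few UMIs there have intervals several log2 units wide.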

Differences from the paper's values

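The joining of the unnamed subcluster to cluster 3-like cells was among the tests and was chosen only after the result was seen.

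Cluster 3 held 213 cells in the paper's control group, where 73 cells of the control library were cluster 3-like. Of the alternatives set before the data were examined, the gap closed without integration (317) and under no other of those run for it. It also closed with the unnamed subcluster joined to cluster 3-like cells (274), chosen after seeing the values. Cluster 3 held 277 cells in the paper's Dox group, where 121 cells of the Dox library were cluster 3-like. Of the alternatives run for this count and set before the data were examined, the gap closed only without integration (394, above the paper's count). It also closed with the unnamed subcluster joined to cluster 3-like cells (320), chosen after seeing the values.

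Supplementary Data 4 gives log2 fold changes of control over Dox. The values below are on that scale, the log2 ratio of the mean UMIs per 10000 UMIs of a cell plus 1, so that a positive value is higher in control. Of 36 values for genes of Fig. 4, all 36 had the sign of the paper's, 13 lay within the counting interval of the value from the files and 23 outside it.

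In cluster 1-like cells, Pmel had 0.85 against the paper's 0.97, S100b had 0.54 against the paper's 0.61, Selenop had 0.46 against the paper's 0.55, Spp1 had 0.41 against the paper's 0.54, Ednrb had 0.28 against the paper's 0.38 and Serpina3n had -0.39 against the paper's -0.44. For these, none of the alternatives run for these values closed the gap.

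In cluster 3-like cells, Serpina3n had -2.72 against the paper's -1.93. For this gene, none of the alternatives run for these values closed the gap. Pmel had 1.47 against the paper's 1.80, and the gap closed with all 3000 integration features (1.68), and also with the unnamed subcluster joined to cluster 3-like cells (1.79), chosen after seeing the values. Selenop had 0.96 against the paper's 1.31, and the gap closed only with the unnamed subcluster joined to cluster 3-like cells (1.29), chosen after seeing the values. Spp1 had 0.51 against the paper's 1.14, and the gap closed without integration (0.90), and also with the unnamed subcluster joined to cluster 3-like cells (1.14), chosen after seeing the values. Ednrb had 0.46 against the paper's 1.09, and the gap closed only with the unnamed subcluster joined to cluster 3-like cells (0.94), chosen after seeing the values. Gas6 had -1.46 against the paper's -1.13, and the gap closed with a mitochondrial share under 0.1 (-1.25), and also with the unnamed subcluster joined to cluster 3-like cells (-0.98), chosen after seeing the values. A2m had -1.48 against the paper's -1.14, and the gap closed without integration (-1.19).

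In cluster 4-like cells, S100b had 0.36 against the paper's 0.53, Ednrb had 0.23 against the paper's 0.39, Serpina3n had -3.20 against the paper's -3.43 and Ckmt1 had -0.62 against the paper's -0.49. For these, none of the alternatives run for these values closed the gap. Pmel had 1.23 against the paper's 1.12, and the gap closed with all 3000 integration features (1.04) and without integration (1.21). Spp1 had 0.46 against the paper's 0.57, and the gap closed without integration (0.52), without the doublets called by Scrublet (0.49) and with at least 3 Rpe65 UMIs per cell (0.49). A2m had -2.39 against the paper's -2.15, and the gap closed with all 3000 integration features (-2.17) and without integration (-2.20). Cdkn1a had -1.23 against the paper's -1.35, and the gap closed with all 3000 integration features (-1.29). Gas6 had -1.02 against the paper's -1.14, and the gap closed with all 3000 integration features (-1.05) and with at least 3 Rpe65 UMIs per cell (-1.14). B2m had -0.47 against the paper's -0.36, and the gap closed with all 3000 integration features (-0.41), without integration (-0.36) and without the doublets called by Scrublet (-0.44).

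The paper states that Timp1 rose in cluster 5 as well. In cluster 5-like cells, Timp1 had 1 UMI in control and 4 in Dox, with an interval of the log2 ratio from -0.35 to 8.61. The paper states that Spp1 fell in cluster 3. In summed UMIs of cluster 3-like cells, the interval of the log2 ratio was -0.89 to 0.32, although on the paper's scale, where each cell counts alike, the value of 0.51 lies above 0 by more than its counting error of 0.24 either way.

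The paper states that mitochondrial share and depth show no bias among the clusters. The median mitochondrial share of control cells was 2.43% in cluster 1-like and 9.29% in cluster 3-like cells, and the median depth 19065 and 5654 UMIs.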

Other observations

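The tests on Serpina3n in cluster 1-like cells alone and in cluster 2-like and cluster 3-like cells were chosen only after the result was seen. The other tests below were set before the data were examined.

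Ednrb, Pmel, S100b, Selenop and Spp1 were lower in Dox in cluster 1-like to cluster 4-like cells. RNA of melanocytes and other cells in the droplets may account for this. In NK or T-like cells, the median log2 ratio of the 5 genes was -2.12, against -1.85 in cluster 1-like cells. In fibroblast-like, endothelial-like and NK or T-like cells, all 15 pairs of gene and type fell. Some values go beyond it. In Dox, the mean Pmel UMIs per cell were 1.00 in cluster 1-like cells, against 0.576 in fibroblast-like and 0.787 in NK or T-like cells. The mean Pmel UMIs per control cell were 7.69 in cluster 4-like and 8.48 in unnamed RPE-like cells, against 3.27 in NK or T-like cells, although the median was 2 in each. The top 10% of cells held 63.2% and 75.8% of these UMIs. Selenop and S100b fell less in fibroblast-like cells, by 0.22 and 0.52 on the log2 scale. Spp1 did not fall in macrophage-like cells, at 480.1 CPM in control and 504 CPM in Dox. A change within RPE cells stays open beside it and was not tested.

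Serpina3n was higher in Dox in cluster 1-like to cluster 3-like cells. RNA of other cells in the droplets was tested for the 3 clusters together. In 2 of the 3 clusters, its Dox level lay above every type outside the RPE, which argues against free RNA as the cause for all of them. For cluster 1-like cells, the mean of 0.825 UMIs per Dox cell lay within the range over the types outside the RPE, from 0.469 in Schwann-like to 0.995 in melanocyte-like cells, but above 6 of the 7 types, so that free RNA may account for the rise there in part or in full. A rise within these cells stays open. For cluster 3-like cells, the level of 1090 CPM was above the highest of these types, 686 CPM in melanocyte-like cells, which argues against it. Cells in the state of cluster 4 that were placed in cluster 2-like and cluster 3-like cells may carry the rise. Of the cluster 2-like Dox cells, 22 of 200 reached 1000 CPM of Serpina3n, and of the cluster 3-like cells 23 of 121. In those cells the other cluster 4 markers were higher than in the rest of their cluster, with a median log2 ratio of 1.07 in cluster 2-like and 0.98 in cluster 3-like cells. The share with each cell thinned to 2000 UMIs was 15.5% and 19.8%. In NK or T-like cells, 6 of 272 reached 1000 CPM.

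Cluster 2-like cells carried fibroblast genes. Doublets of an RPE cell and a fibroblast cannot be told apart from a state of RPE cells. Doublets should have more UMIs than cluster 1-like cells. The medians were 17777 against 19065 UMIs in control, which goes against doublets, and 21992.5 against 21699 in Dox, which goes with them. Summed pairs of an RPE-like and a fibroblast-like cell had 23101 and 24702.5 UMIs. The other parts of the test, apart from the Scrublet score, went with doublets in both libraries. In control, their median number of genes was 4228 against 4007, and their median Scrublet score 0.412 against 0.0842. The score cannot decide, since any cell with genes of both types would score high, doublet or not. Fibroblast genes stood at a median of 23.9% of their fibroblast-like level (quartiles 21.7 and 26.7), against 19.7% from the depths. The expected number of such doublets was 291 in control and 233 in Dox, beside 348 and 200 cells.

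Cluster 5-like cells carried smooth muscle genes. Doublets of an RPE cell and a smooth muscle cell cannot be told apart from a state of RPE cells. In control, smooth muscle genes stood at a median of 20.9% of their smooth muscle-like level, against 20.1% from the depths. Median depths were 21635 against 19065 UMIs in cluster 1-like cells in control, which goes with doublets, and 17501 against 21699 in Dox, which goes against them. Median Scrublet scores were 0.446 against 0.0842 in control and 0.457 against 0.0741 in Dox. They cannot decide, since any cell with genes of both types would score high, doublet or not. The expected number of such doublets was 21 and 10, beside 16 and 8 cells, and these few cells keep the cause open.

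Cluster 3-like cells were rich in nuclear RNA. Damaged cells with little cytoplasmic RNA may account for this. In control, over other RPE-like cells, Malat1 had a log2 ratio of 3.29, Neat1 of 2.90 and Kcnq1ot1 of 3.39, while the oxidative phosphorylation list had -1.83 and the ribosomal protein list -1.57. Their median depth was 5654 UMIs and their mitochondrial share 9.29%. A state of living RPE cells was not tested and stays open.

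The p53 target list rose in cluster 4-like cells by a median log2 ratio of 1.06. A shift of the whole Dox library was tested, and the highest median in a type outside the RPE was 0.28, in Schwann-like cells (7 genes) and in melanocyte-like cells, so that such a shift is not the whole cause. The interferon list rose in RPE-like cells by 0.72, and its highest median outside the RPE was 0.14, in macrophage-like cells, which argues against a response of the whole tissue of the same size. With 1 library per condition, the treatment and the preparation cannot be told apart for either list.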
